# Bone Marrow Macrophages Induce Inflammation by Efferocytosis of Apoptotic Prostate Cancer Cells via HIF-1α Stabilization

**DOI:** 10.3390/cells11233712

**Published:** 2022-11-22

**Authors:** Veronica Mendoza-Reinoso, Patricia M. Schnepp, Dah Youn Baek, John R. Rubin, Ernestina Schipani, Evan T. Keller, Laurie K. McCauley, Hernan Roca

**Keywords:** hypoxia-inducible factor, efferocytosis, bone marrow macrophages, inflammation

## Abstract

The clearance of apoptotic cancer cells by macrophages, known as efferocytosis, fuels the bone-metastatic growth of prostate cancer cells via pro-inflammatory and immunosuppressive processes. However, the exact molecular mechanisms remain unclear. In this study, single-cell transcriptomics of bone marrow (BM) macrophages undergoing efferocytosis of apoptotic prostate cancer cells revealed a significant enrichment in their cellular response to hypoxia. Here, we show that BM macrophage efferocytosis increased hypoxia inducible factor-1alpha (HIF-1α) and STAT3 phosphorylation (p-STAT3 at Tyr705) under normoxic conditions, while inhibitors of p-STAT3 reduced HIF-1α. Efferocytosis promoted HIF-1α stabilization, reduced its ubiquitination, and induced HIF-1α and p-STAT3 nuclear translocation. HIF-1α stabilization in efferocytic BM macrophages resulted in enhanced expression of pro-inflammatory cytokine MIF, whereas BM macrophages with inactive HIF-1α reduced MIF expression upon efferocytosis. Stabilization of HIF-1α using the HIF-prolyl-hydroxylase inhibitor, Roxadustat, enhanced MIF expression in BM macrophages. Furthermore, BM macrophages treated with recombinant MIF protein activated NF-κB (p65) signaling and increased the expression of pro-inflammatory cytokines. Altogether, these findings suggest that the clearance of apoptotic cancer cells by BM macrophages triggers p-STAT3/HIF-1α/MIF signaling to promote further inflammation in the bone tumor microenvironment where a significant number of apoptotic cancer cells are present.

## 1. Introduction

The process of clearing apoptotic cancer cells by macrophages, known as efferocytosis, commonly occurs during tumor progression and fuels the bone-metastatic growth of cancer cells via subsequent pro-inflammatory and immunosuppressive activity [1,2]. Our previous published work reported that bone marrow (BM) macrophage-dependent efferocytosis of apoptotic prostate cancer cells supported skeletal tumor growth through the secretion of pro-inflammatory cytokines, resulting in an immunosuppressive response [3,4]. Recently, a single-cell RNA sequencing study reported that peritoneal macrophage efferocytosis of apoptotic T cells displayed heterogeneous transcriptional activity, including genes associated with a predisposition for efferocytosis, macrophage differentiation, locomotion, and inflammation [5]. However, the precise molecular mechanisms involved in BM macrophage response to the efferocytosis of apoptotic cancer cells remains to be elucidated.

The majority of solid tumors present in areas of permanent or transient hypoxia due to poor vascularization and blood supply [6]. Hypoxic conditions activate hypoxia-inducible factor (HIF) signaling, which has a crucial role in pro-tumorigenic inflammatory processes via cytokine secretion, reactive oxygen species (ROS) production, and angiogenesis [7]. HIFs are heterodimers consisting of an oxygen labile alpha (α) subunit and a stable beta (β) subunit. There are three isoforms of HIF-α, including HIF-1α, HIF-2α (EPAS1), and HIF-3α (IPAS) [8]. HIF-1α upregulates glycolytic genes, such as phosphoglycerate kinase (PGK) and lactate dehydrogenase A (LDHA), whereas HIF-2α induces the expression of genes related to oxygen supply improvement in hypoxic regions, such as erythropoietin [9]. HIF-1α has been identified as a key regulator of proliferative, invasive, and immunosuppressive mechanisms that favor tumor progression [10,11]. Under hypoxic conditions, HIF-1α hydroxylation by prolyl hydroxylase is reduced. This inhibits the HIF-1α–von Hippel-Lindau (VHL) interaction and consequent HIF-1α degradation by the ubiquitin E3 ligase complex [12]. Therefore, HIF-1α is stabilized in the cytosol and translocated to the nucleus to promote the transcription of multiple target genes [13]. HIF-1α is strikingly upregulated under hypoxic conditions; however, HIF-1α can also be regulated at transcriptional, translational, and post-translational levels under normoxic conditions [14]. HIF-1α is expressed and stabilized in immune cells via hypoxia or other factors, such as inflammation, cancer, and infectious micro-organisms [15,16]. HIF-1α is crucial for myeloid cell-mediated inflammation [17] and it has been demonstrated that tumor-associated macrophages (TAMs) also express HIF-2α under hypoxic conditions [18,19]. Various studies have shown a relationship between HIF-1α induction and signal transducer and activator of transcription 3 (STAT3) activation at transcriptional and post-translational levels [20,21,22,23].

Previous reports have shown that low oxygen concentrations in tumors promote the secretion of cytokines and chemokines that recruit pro-tumorigenic Tregs, tumor-associated macrophages, neutrophils, B cells, and myeloid-derived suppressor cells (MDSCs) to support tumor growth [24,25,26]. One of these cytokines is macrophage migration inhibitory factor (MIF), which is a direct target gene of HIF-1α [27] and a hypoxia-induced gene in colon and breast cancer cells [28,29]. MIF acts as an autocrine or paracrine cytokine, is upregulated in several types of cancer [30,31], and its expression correlates with disease malignancy and invasiveness [32]. Studies have consistently demonstrated that MIF primarily signals through CD74 in association with CD44, CXCR2, CXCR4, and CXCR7 to activate the ERK/MAP kinase cascade [33,34]. Finally, MIF signaling induces the activation and secretion of pro-tumorigenic cytokines to support tumor growth [35,36].

Using single-cell transcriptomic sequencing, we investigated the signature changes in BM macrophage gene expression during the efferocytosis of apoptotic prostate cancer cells. We found that BM macrophages engulfing apoptotic prostate cancer cells promoted HIF-1α stability and subsequent HIF-1α and p-STAT3 nuclear translocation to induce the expression of the pro-inflammatory cytokine MIF. These findings suggest that p-STAT3/HIF1α/MIF signaling in tumor-associated BM macrophages may promote inflammation in the prostate cancer bone microenvironment.

## 2. Materials and Methods

### 2.1. Animals and Cell Lines

All animal experiments were performed with approval from the University of Michigan Institutional Animal Care and Use Committee. Immunocompetent C57BL/6J, FVB/NJ, B6.129P2-Lyz2^tm1(cre)Ifo^/J (LysMCre), B6.129-*Hif1a*^tm3Rsjo^/J (*Hif1a*^flox/flox^) [37], and *Epas1*^tm1Mcs^/J (*Epas1*^flox/flox^) [38] mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). The *Hif1a*^flox/flox^ and *Epas1*^flox/flox^ (HIF-2α^flox/flox^) mice were crossed consecutively with LysMCre mice to achieve the *Hif1a*^flox/flox^-LysMCre^+/−^ (*Hif1a*^mut^) and *Epas1*^flox/flox^-LysMCre^+/−^ (*Epas1*^mut^) mice that exhibit HIF-1α and HIF-2α inactivation in myeloid cells, including BM macrophages. *Hif1a*^flox/flox^ and *Epas1*^flox/flox^ mice were used as experimental controls (WT).

RM1 is a (Ras+Myc)-induced prostate cancer cell line developed in C57BL/6J mice and was a gift from Timothy C. Thompson (Baylor College of Medicine, Houston, TX, USA) [39,40]. The Myc-CaP prostate cancer cell line is derived from a prostate carcinoma from Hi-Myc FVB/NJ mice and was donated by Russell Taichman and Frank Cackowski (University of Michigan, Ann Arbor, MI, USA) [41]. Both cell lines were cultured in RPMI 1640 medium containing 10% fetal bovine serum (FBS) and grown at 37 °C with ambient O_2_ and 5% CO_2_.

### 2.2. Murine Efferocytosis In Vitro Model

Bone marrow macrophages (MΦs, in Figures) were isolated from 4–6-week-old male C57BL/6J, FVB/NJ, *Hif1a*^mut^, *Epas1*^mut^, *Hif1a*^flox/flox^, and *Epas1*^flox/flox^ mice via flushing of the femur and tibia with minimum essential medium eagle—alpha modification (αMEM) supplemented with L-glutamine, antibiotic-antimycotic 1×, and 10% fetal bovine serum (FBS). BM macrophages were cultured in αMEM (L-glutamine, antibiotic-antimycotic 1×, 10% FBS) in the presence of macrophage colony stimulating factor (M-CSF) (30 ng/mL, #315-02, Peprotech, Rocky Hill, NJ, USA). After four days in culture, BM macrophages were independently plated in 2 × 10^6^ cells/well with αMEM (L-glutamine, antibiotic-antimycotic 1×, 0.25% FBS) for co-culture experiments. RM1 and Myc-CaP cells were exposed to UV light for 30 min to induce apoptosis. Apoptotic (a) cells (>90% trypan blue incorporation) were co-cultured with BM macrophages at a 1:1 ratio in αMEM (L-glutamine, 0.25% FBS) for 16–18 h. BM macrophages from mutant mice were compared with those from respective littermate controls.

Prolyl hydroxylase inhibition in efferocytic and non-efferocytic BM macrophages was performed using 10µM Roxadustat (FG-4592) (Cayman Chemical, Ann Arbor, MI, USA, 15294) for 16–18 h. STAT3 inhibition in efferocytic and non-efferocytic BM macrophages was performed using 5 µM Stattic (Cayman Chemical, 14590) or 60 µM S3I-201 (Millipore Sigma, Burlington, MA, USA, SML0330) for 10 min and then medium was replaced and BM macrophages were further incubated with apoptotic cancer cells for 2 h. Proteasome inhibition in efferocytic and non-efferocytic BM macrophages was performed using 10 µM MG-132 (Cayman Chemical, 10012628) for 1 h. BM macrophages alone were treated with 200 ng/ml of recombinant MIF protein (#50066-M08H, Sino Biological, Chesterbrook, PA, USA) for either 2 h for Western blot analysis or 8 h for RNA expression analysis.

### 2.3. Single-Cell Library Preparation and RNA Sequencing

A modified murine efferocytosis in vitro model was used. Apoptotic RM1 cells were labeled with CellTrace™ CFSE (#C34554, ThermoFisher Scientific, Waltham, MA, USA) and then co-cultured with BM macrophages for 16–18 h. Efferocytic and non-efferocytic BM macrophages were collected and incubated in fluorescence-activated cell sorter (FACS) staining buffer (phosphate buffered saline-1X, 0.2% bovine serum albumin). F4/80 antibody and isotype control were added and incubated for 30 min at 4 °C. F4/80^+^ only (non-efferocytic BM macrophages) and F4/80^+^CFSE^+^ (efferocytic BM macrophages) were sorted using a BD FACSAriaTM III (BD biosciences, San Jose, CA, USA). Antibody information is available in Supplementary Table S1.

The single-cell RNA-sequencing (scRNA-Seq) libraries were prepared at the University of Michigan Advanced Genomics Core using a 10X Genomics Chromium Next GEM Single Cell 3′ Kit v3.1 (part number 1000268) following the manufacturer’s protocol. Cell suspensions were diluted to target a recovery of 10,000 cells per sample. The libraries were run on an Agilent TapeStation 4200 (part number G2991BA) for library quality control before sequencing. Libraries were sequenced at a depth of 50,000 reads/cell on a NovaSeq6000 with the following run configuration: Read 1—150 cycles; i7 index read—8 cycles; Read 2—150 cycles.

### 2.4. Single-Cell RNA-Sequencing Analysis and Visualization

The scRNA-Seq data were processed using 10X Genomics CellRanger software suite v3.0.0. Briefly, fastq files from each of the samples were mapped to the mouse genome mm10 and genes were counted using CellRanger software and STAR aligner [42]. The barcode-gene matrices were further analyzed using the Seurat R package (v3.1) [43]. To remove low-quality cells, cells that expressed less than 200 genes or less than 1000 transcripts or cells that had greater than 10% mitochondrial genes were filtered from the datasets following standard practices (Supplementary Table S1). For genes, only the top 5000 variable genes were included for downstream analysis. Samples were then normalized and integrated according to the Seurat-suggested pipeline. To reduce the dimensionality of the samples, we first performed a principal component analysis (PCA). The number of principal components for further downstream applications were 20 and uniform manifold approximation and projection (UMAP) was employed for final dimensionality reduction and visualization of the data.

### 2.5. Differential Expression and Gene Ontology Analysis

Differential expression analysis was conducted using the DESingle R package [44]. Genes with a false discovery rate-adjusted *p*-value < 0.05 were considered differentially expressed. For pathway analysis, we used PANTHER analysis [45,46] with the gene ontology database [47,48]. Only genes differentially expressed and upregulated in the efferocytic BM macrophages in both experiments were included in the GSEA analysis.

### 2.6. Western Blot Analysis, Immunoprecipitation, and Subcellular Fractionation Assays

Whole cell lysates were extracted in Cell Lysis Buffer 1X (#9803, Cell signaling Technology, Danvers, MA, USA) containing 1X protease and phosphatase inhibitor cocktail (#78440, ThermoFisher Scientific, Waltham, MA, USA). Estimation of protein concentration was performed using the Bradford assay (#5000006, BioRad, Hercules, CA, USA). Samples (15 µg each) were diluted using 1X Laemmli Sample Buffer (#1610747, 4X stock, BioRad, Hercules, CA, USA) with 10% β-Mercaptoethanol (#M3148, Millipore Sigma, Burlington, MA, USA). Protein lysates were separated using 4–20% Mini-PROTEAN^®^ TGX Stain-Free™ gels (#4568096, BioRad, Hercules, CA, USA) and transferred to PVDF membrane using the Trans-Blot Turbo RTA kit (#1704272, BioRad, Hercules, CA, USA). The membrane was blocked with 5% milk in 1X TBS with 0.1% Tween for 1 h at room temperature and then incubated with primary antibodies in 5% BSA overnight at 4 °C. Secondary antibody was diluted in 5% milk in 1X TBS with 0.1% Tween. For immunoprecipitation assays, macrophage and apoptotic prostate cancer cell co-cultures were lysed on ice with 1% Triton X-100 in 1X PBS with a 1X protease and phosphatase inhibitor cocktail. Whole cell lysates were immunoprecipitated using anti-HIF-1α rabbit antibody and protein A-magnetic beads (#73778, Cell Signaling Technology, Danvers, MA, USA) during an overnight incubation at 4 °C. Binding and washing were performed in the same lysis buffer. HIF-1α immunocomplex was resuspended in Laemmli sample buffer (30 µL), and 15 µL was processed for immunoblotting with anti-ubiquitin mouse antibody. For subcellular fractionation assays efferocytic and non-efferocytic BM macrophages were collected and processed using a Cell Fractionation Kit, following the manufacture’s protocol (#9038, Cell Signaling Technology, Danvers, MA, USA). Blots were developed using SuperSignal™ West Femto Maximum Sensitivity Substrate (#34095, ThermoFisher Scientific, Waltham, MA, USA). Protein gels used for protein normalization and blots were imaged using the ChemiDoc™ MP Imaging System (#12003154, BioRad, Hercules, CA, USA). Antibody information is available in Supplementary Table S1.

### 2.7. Efferocytic and Non-Efferocytic BM Macrophage Isolation and Culture

Apoptotic RM1 cells were labeled with CellTracker™ DeepRed Dye (#C34565, ThermoFisher Scientific, Waltham, MA, USA) and then co-cultured with BM macrophages for 16 h. Efferocytic and non-efferocytic BM macrophages were collected in fluorescence-activated cell sorter (FACS) staining buffer (phosphate buffered saline-1X, 0.2% bovine serum albumin) using F4/80-FITC antibody and isotype control for 30 min at 4 °C. F4/80^+^ non-efferocytic BM macrophages and F4/80^+^DeepRed^+^ efferocytic BM macrophages (engulfing RM1) were sorted using a BD FACSAriaTM III (BD bio-sciences, San Jose, CA, USA). Antibody information is available in Supplementary Table S1. Efferocytic and non-efferocytic BM macrophages from each mouse were quantified and plated in 8 × 10^4^ cells per well in a 96-well plate for 6 h in 150 µL of low-serum medium (0.25% FBS) containing M-CSF (as described in 2.2). The culture medium from each well was collected and centrifuged at 1500 rpm for 10 min to separate from any floating cell and 12 µL of medium from each sample was analyzed by Western blotting, as described in 2.6.

### 2.8. RT-qPCR

Cells were harvested using an RNeasy Mini Kit (#74106, Qiagen, Germantown, MD, USA) and RNA was eluted with nuclease-free water and then quantified using a NanoDrop 2000 (Thermo Scientific, Waltham, MA, USA). cDNA was synthetized with 1µg of RNA in a 20 µL reaction mixture using a High-Capacity cDNA Reverse Transcription Kit (#4368814, ThermoFisher Scientific, Waltham, MA, USA). RT-qPCR was performed using TaqMan^®^ probes and Gene Expression qPCR Assays TaqMan Gene Express (#4369016, ThermoFisher Scientific, Waltham, MA, USA) with 40 cycles on an ABI PRISM 7700 (Applied Biosystems, Waltham, MA, USA, USA). The analysis was performed using the 2^−ΔΔCT^ method [49]. TaqMan^®^ probe information is available in Supplementary Table S1.

### 2.9. Statistics

All experiments with BM macrophages were obtained from at least 3 independent mice per group. Results were normalized to the BM macrophage-only control group and data from independent experiments were pooled together. Statistical analyses were performed using GraphPad Prism 9 (GraphPad Software, version 9.1.0, San Diego, CA, USA) using ordinary and repeated measures one-way analysis of variance (ANOVA) with Tukey’s multiple comparison and unpaired *t*-test analyses, with a significance of *p* < 0.05. No power analysis was performed. No outliers’ results were excluded in any experiment. The code used for the scRNA-Seq analysis is included in the ‘submission_code_log.R’ file. The file ‘DE_genes_roca45_and_roca67.csv’ contains the full list of results for the differential gene expression analysis for both experiments.

Details for experiments and number of independent mice used can be found in the figure’s description. The specifics of the statistical methods used are detailed in these sections.

## 3. Results

### 3.1. Single-Cell Analyses of BM Macrophages Engulfing Apoptotic Prostate Cancer Cells Showed a Distinct Transcriptional Signature and Activation of Hypoxia-Related Genes

Published findings suggest that macrophages induce distinctive tumor-promoting signaling in response to the efferocytosis of apoptotic cancer cells [3,4,50,51]. However, the mechanisms that govern these specific responses in connection to tumor acceleration are not completely understood. To further investigate efferocytosis-mediated signaling in macrophages, primary BM macrophages from immunocompetent C57BL/6J mice (~90% F4/80^+^, as shown in Appendix A—Figure A6) were co-cultured with CFSE^+^ (pre-labeled) apoptotic prostate cancer RM1 cells. 

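RM1 is a prostate cancer cell line of C57BL/6J mice, and CFSE is a fluorescent dye that stays in the labeled cells, so that a macrophage carrying the dye has taken up RM1 material. F4/80 is a surface protein of mouse macrophages. After 16–18 h of co-culture, F4/80+CFSE+ cells were sorted as efferocytic BM macrophages, and F4/80+ cells of BM macrophages cultured alone were sorted as non-efferocytic. The paper gives 30 min for the F4/80 staining, while the sample labels give 1 h. Each of the 2 experiments gave 1 library per group, so that 2 efferocytic libraries were compared with 2 non-efferocytic libraries. In the 10X Genomics 3′ kit, a barcode marks all mRNA captured in 1 droplet, and a unique molecular identifier (UMI) marks each captured molecule, so that PCR copies are counted once. The study aimed at 10000 cells per library and 50000 reads per cell. The authors mapped the reads to the mouse genome mm10 with Cell Ranger and its STAR aligner. They deposited UMI counts per gene and barcode, without normalization and before any filter on cells. In Experiment 1 the total was 117155896 UMIs for the non-efferocytic library and 142894986 for the efferocytic library. In Experiment 2 the totals were 178218821 and 173577602 UMIs, respectively.
The filter of the paper's methods, at least 200 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs, was applied to every barcode, and the UMIs of all cells kept were summed per gene and library. These sums were compared between the groups, since cells of 1 library are not replicates of each other. The cells kept hold 86.4% (non-efferocytic) and 87.5% (efferocytic) of the UMIs in Experiment 1, and 77.6% and 89.4% in Experiment 2. The test was edgeR's quasi-likelihood test with TMM normalization and with the experiment as a block, and p-values were adjusted by the Benjamini-Hochberg method over the 13869 genes with enough counts. A positive log2 fold change means a higher level in efferocytic BM macrophages. Levels per library are given as CPM, the UMIs of a gene for each 1000000 UMIs in the cells of the library, and means with the SD of 2 libraries. CPM and TMM measure a gene's share of the RNA of a cell and not its amount per cell. Scaled to UMIs per cell, the median log2 fold change of all genes moved up to 0.60, and scaled to library totals without TMM it moved to -0.12. Gene positions are those of GENCODE vM21 on GRCm38, the build that mm10 names, which lists 13853 of the 13869 gene identifiers tested.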

BM macrophages engulfing (efferocytic) these apoptotic cancer cells were compared to non-engulfing (non-efferocytic) BM macrophages by scRNA-Seq upon sorting by flow cytometry (Figure 1A). 

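The filter kept 8280 non-efferocytic and 6695 efferocytic cells in Experiment 1, and 13411 and 8408 cells in Experiment 2. Table A1 of the paper lists 7813, 6262, 10612 and 7984 cells in the same order. When cells were first called by the rule of Cell Ranger, which asks for at least 10% of the UMIs of the 99th percentile of the top 10000 barcodes, 7549, 6158, 10615 and 7921 cells were left. The non-efferocytic library of Experiment 2 stood apart at the low end, with 36048 barcodes of at least 500 but under 1000 UMIs against 2046, 1496 and 1048 in the other libraries. Efferocytic cells held more UMIs, with a mean of 18670 (SD across cells 10920) in Experiment 1 and 18462 (SD 9256) in Experiment 2, against 12224 (SD 7417) and 10316 (SD 7333) in non-efferocytic cells. The mean number of genes detected was 3546 and 3690 in efferocytic cells, against 2902 and 2539 in non-efferocytic cells. When each cell was thinned to 5000 UMIs, efferocytic cells had a mean of 1764 and 1822 genes and non-efferocytic cells 1788 and 1779, so that the groups overlapped at equal depth. Thinning left out 544 and 505 efferocytic and 1099 and 3404 non-efferocytic cells with fewer UMIs. Mitochondrial UMIs made up 3.08% and 3.46% on average in efferocytic cells and 3.28% and 2.99% in non-efferocytic cells, which also overlapped.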

After the identification of high quality sequenced single cells (Appendix A—Table A1), UMAP [52] was applied for the dimension reduction of single-cell analysis and visualization of the transcriptional data for efferocytic and non-efferocytic BM macrophages. 

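The separation of the groups was measured without a projection to 2 dimensions. The cells of each experiment were placed together by 20 principal components of the 5000 most variable genes, as in the paper's methods but without integration of the libraries. Of the 20 nearest neighbors of an efferocytic cell, 90.3% in Experiment 1 and 93.4% in Experiment 2 came from the same library, where even mixing would give 44.7% and 38.5%. For non-efferocytic cells the shares were 88.6% and 94.7%, where mixing would give 55.3% and 61.5%. Depth had little part in this, since cells thinned to 5000 UMIs gave 89.6% and 94.1% for efferocytic and 87.8% and 94.5% for non-efferocytic cells, where mixing of the cells left would give 46.1%, 44.1%, 53.9% and 55.9%. The shares moved most when the mean of each library was subtracted from each component, which lowered them to 74.3% and 80.4% for efferocytic and 71.4% and 80.8% for non-efferocytic cells. Each group is 1 library within an experiment, so these shares have no replicate within it, and group and library cannot be told apart there.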

As shown in Figure 1B, the cell distribution in two UMAP projections depicts differential cluster enrichments in efferocytic vs. non-efferocytic BM macrophages from two independent experiments (Exp. 1 and Exp. 2). For example, efferocytic BM macrophages showed an enriched cluster in the direction of increased UMAP-2-projection while the opposite is observed in non-efferocytic BM macrophages, shown in the split visualization of these cells (Figure 1B). These results correlate with distinct transcriptional heatmaps in efferocytic relative to non-efferocytic BM macrophages (Figure 1C), where the great majority of differentially expressed genes (DEGs) were significantly changed in the same direction (3277 vs. 482) in both experiments, as visualized in the Venn diagram in Figure 1D. 

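Across both experiments, 2761 genes were significantly higher and 2636 significantly lower in efferocytic BM macrophages among the 13869 genes tested (edgeR, adjusted p under 0.05, 2 libraries per group). Of the 5397 genes called, 5380 had CPM ratios of the same sign in both experiments, 2744 higher and 2636 lower, and 17 had opposite signs. A gene with opposite ratios can hardly pass a test over both experiments, so this count is no measure of how far the experiments agree. Over all genes tested, called or not, 80.5% had the same sign, 3945 higher and 7220 lower in both experiments. Of the 487 genes with at least 1 CPM and an absolute log2 ratio of at least 1 in both experiments, 486 changed in the same direction, 76 higher and 410 lower. The exception was Saa3, with log2 ratios of 1.22 and -4.75, named here after its values were seen. These splits between higher and lower depend on the scaling. Scaled to UMIs per cell, 10741 of all genes tested were higher and 1579 lower in both experiments. Of the 931 genes that then had an absolute log2 ratio of at least 1 in both, 824 were higher and 106 lower. The log2 ratios of the experiments had a Pearson correlation of 0.862 across 10888 genes, which are not independent replicates. No test was made within an experiment, where each group has 1 library.
How many of the calls are higher depends on the scaling. With TMM 51.2% of the calls were higher, with library totals 33.3% (1847 higher and 3700 lower), and with UMIs per cell 92.2% (6921 higher and 586 lower). Without the experiment as a block, edgeR called 1285 genes higher and 1073 lower. The calls rest on 2 libraries per group. With 1 library left out the block was left out too, since no residual degree of freedom would remain with it, so these counts stand beside the 1285 and 1073 genes called without the block. Without the non-efferocytic library of Experiment 1, only Prg2 and Tmem176a passed, both lower and both named after their values were seen, and without that of Experiment 2 edgeR called 0 genes, with 3494 at an unadjusted p under 0.05. Leaving out the efferocytic library of Experiment 1 or 2 left 1658 or 630 genes higher and 1275 or 574 lower.
The 5 largest increases among called genes with a mean of at least 10 CPM and the same direction in both experiments were Cd300lf (log2 fold change 2.48, standard error 0.0940), Cdkn1c (2.32, standard error 0.115), Npy (2.11, standard error 0.0885), Plpp3 (2.06, standard error 0.0837) and Plau (1.93, standard error 0.128). The largest decreases were in H2-Ab1 (-3.55, standard error 0.0995), H2-Eb1 (-3.55, standard error 0.133), H2-Aa (-3.40, standard error 0.135), Cd74, whose values are given with the MIF receptors, and Tagln (-3.00, standard error 0.157). Cd300lf lies on chromosome 11 from 115116214 to 115133992 and went from 5.14 ± 0.727 to 26.6 ± 2.26 CPM (SD, n = 2 libraries; edgeR, adjusted p = 9.23e-06). H2-Ab1, a chain of the MHC class II molecule, lies on chromosome 17 from 34257689 to 34269419 and went from 99.5 ± 40.4 to 8.19 ± 4.63 CPM (edgeR, adjusted p = 3.15e-06).

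**Figure D1:**
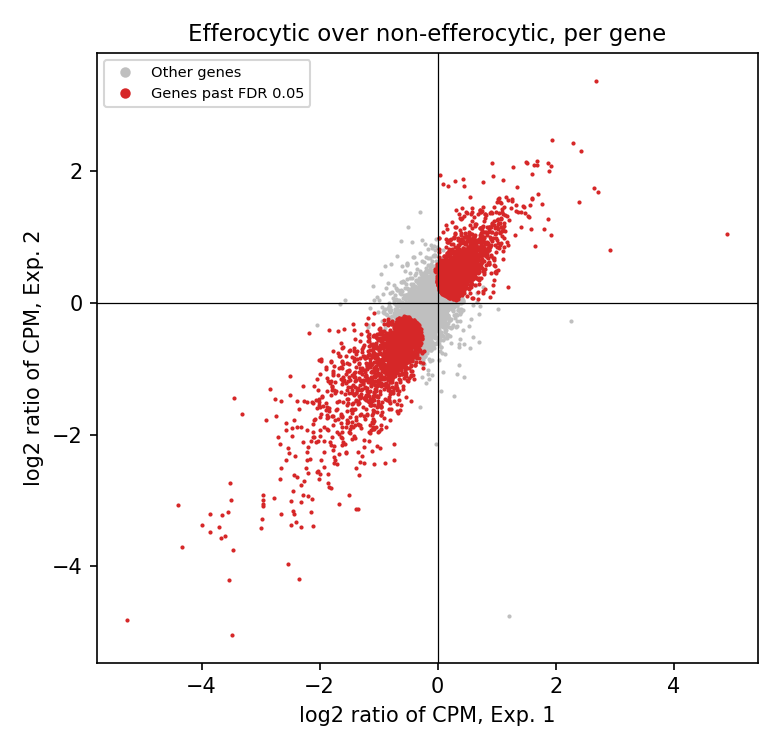
Log2 ratio of CPM, efferocytic over non-efferocytic, in Experiment 1 (horizontal axis) and Experiment 2 (vertical axis) for the 10888 genes with at least 1 CPM in at least 1 library of each experiment. Red points are the 4580 of these genes past an adjusted p of 0.05 in edgeR's test over both experiments and gray points the others, and most red points lie in the lower left or upper right of the plot.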

DEGs commonly upregulated in efferocytic BM macrophages in both experiments were further processed using the PANTHER analysis [45,46] and a gene ontology (GO) database [47,48] to identify the relevant biological pathways. Among the identified significantly enriched GO-biological processes, we found pathways related to the innate immune system and wound healing responses, which are related to the phagocytosis of apoptotic cells, inflammation, and regeneration (Figure 1E, list of enriched GO terms in Appendix A—Table A1) [53,54]. 

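Table A3 of the paper names the genes behind the terms, and 8 of its lists were tested as sets on the summed counts. Its lists for decreased oxygen levels and for oxygen levels, which hold the hypoxia list with Atf4 or with Atf4 and Atp6v1a added, were not tested as sets. The study picked these genes because they were higher in the same libraries, so the tests are not independent evidence. Of the 17 genes listed for the innate immune response, 16 were significantly higher (edgeR) and 0 lower, at all genes tested and also adjusted over the list alone, with a median log2 fold change of 0.59. Rala, named after its value was seen, was the gene not called. Ccr1 (1.30) and Arg1 (3.03) belong to this list, but Arg1 rests on 1 library, with log2 ratios of 4.91 in Experiment 1 and 1.06 in Experiment 2 and a log2 fold change of 1.48 without the efferocytic library of Experiment 1 and without the block. Of the 14 genes of the response to wounding that were tested, 13 were higher and 14 adjusted over the list alone, with a median of 1.21. Its largest changes include Cd36 (1.70, 516 ± 56.9 to 1554 ± 163 CPM, SD, n = 2) and Spp1 (1.64, 843 ± 107 to 2442 ± 391 CPM).
For the other lists, 11 of 15 genes of translational initiation were higher (12 adjusted over the list alone, median 0.49), led by Ago2 (1.28). Regulation of protein stability had 15 of 18 genes higher (16 over the list alone, median 0.46), with Hip1 (1.16) among them. Vasculature development had 12 of 13 genes higher (12 over the list alone, median 0.93), with Il1a (1.98) as the largest, from 0.394 ± 0.250 to 1.41 ± 0.355 CPM. Response to oxidative stress had 25 of 37 genes higher and 0 lower (26 higher and 1 lower over the list alone, median 0.64). Srxn1 was that lower gene. Camera, a set test with a preset correlation of 0.01 between genes, put the 8 lists of Table A3 tested here higher, with adjusted p from 1.35e-11 (hypoxia) to 0.000149 (translational initiation). Fry, which takes the correlation from the residuals, gave each of the 8 lists an unadjusted p under 0.05, as it did for the other lists called by camera here except those of MYC targets, the interferon response and lipid handling. After adjustment fry called 0 of the 19 lists (lowest adjusted p 0.0511, 15 lists at an unadjusted p under 0.05), while camera called 16. Without the block fry called 16 lists after adjustment, with DESeq2 15 and with the rule of Cell Ranger 14, the hypoxia list among them (adjusted p 0.0221, 0.0479 and 0.0491), which passed over macrophage-like cells as well (0.0411) and ran from 0.0221 to 0.160 over the alternatives with 4 libraries.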

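The list for cellular response to hypoxia in Table A3 prints 33 gene symbols, of which 30 were matched and tested. Table A2 of the paper counts fewer genes for this term, so the counts below hold for the list of Table A3. Eif4eb1, Psm6 and Psm2 matched no gene symbol of the files, and no guess was made at what they stand for. Symbols of similar spelling stand in other lists of Table A3. Of these, Eif4ebp1 was not called, while Psmb6 and Psmd2 were higher. Of the 30 genes, 28 were significantly higher in efferocytic BM macrophages and 0 lower (29 and 0 adjusted over the list alone, edgeR), with a median log2 fold change of 0.85. The list was chosen on these libraries, so this is not independent evidence. The genes not called were Stub1 and Rbpj, named after their values were seen. Rbpj had a log2 fold change of 0.13 (standard error 0.152, edgeR, adjusted p = 0.522) and opposite log2 ratios of -0.38 and 0.42 in the experiments. It passed the threshold when scaled to UMIs per cell (0.75), and without the efferocytic library of Experiment 1 and the block (0.52). Egln3 (2.30, standard error 0.250) went from 0.468 ± 0.0332 to 2.24 ± 0.816 CPM (SD, n = 2 libraries), and Ppargc1a (1.95, standard error 0.516) from 0.0414 ± 0.00272 to 0.149 ± 0.0529 CPM, close to the lower limit of what was counted. The median of the list moved most when scaled to UMIs per cell, to 1.46, and the number of genes higher ran from 19 to 30 under the alternatives that used all 4 libraries and from 0 to 25 with 1 library and the block left out.
A separate pair of lists of HIF targets was written before the data were examined. Of 20 glycolysis genes, 14 were higher and 1 lower (16 and 1 adjusted over the list alone), with a median of 0.83 and a camera adjusted p of 3.02e-07. Eno1 (1.17), Pgam1 (1.16), Tpi1 (1.13) and Gapdh (1.10, 661 ± 20.2 to 1320 ± 160 CPM) rose by similar amounts. The reads of Gapdh and Pgam1 can be shared with pseudogenes, of which the annotation names 2 for each. Of 25 other HIF targets tested, 17 were higher and 5 lower (17 and 6 over the list alone), with a median of 0.51 and a camera adjusted p of 0.00132, and Ankrd37 (2.31) and Hilpda (1.27) were among the higher ones. The study had picked 5 genes of each of these lists. Without them, the 15 glycolysis genes left had a median of 0.60 (9 higher and 1 lower), and the 20 others 0.37 (12 higher and 5 lower). The lower glycolysis gene was Pfkfb4 (-0.53), and the lower ones of the others included Vegfa (-0.84), Ddit4 (-1.20), Loxl2 (-1.16) and Mxi1 (-0.30), all named after their values were seen. None of these named genes passed the threshold when scaled to UMIs per cell, where Pfkfb4 (0.087) and Mxi1 (0.32) changed sign. Mxi1 lies near the threshold (edgeR, adjusted p = 0.0448), and with a library and the block left out it ran from -0.53 to -0.052.

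**Figure D2:**
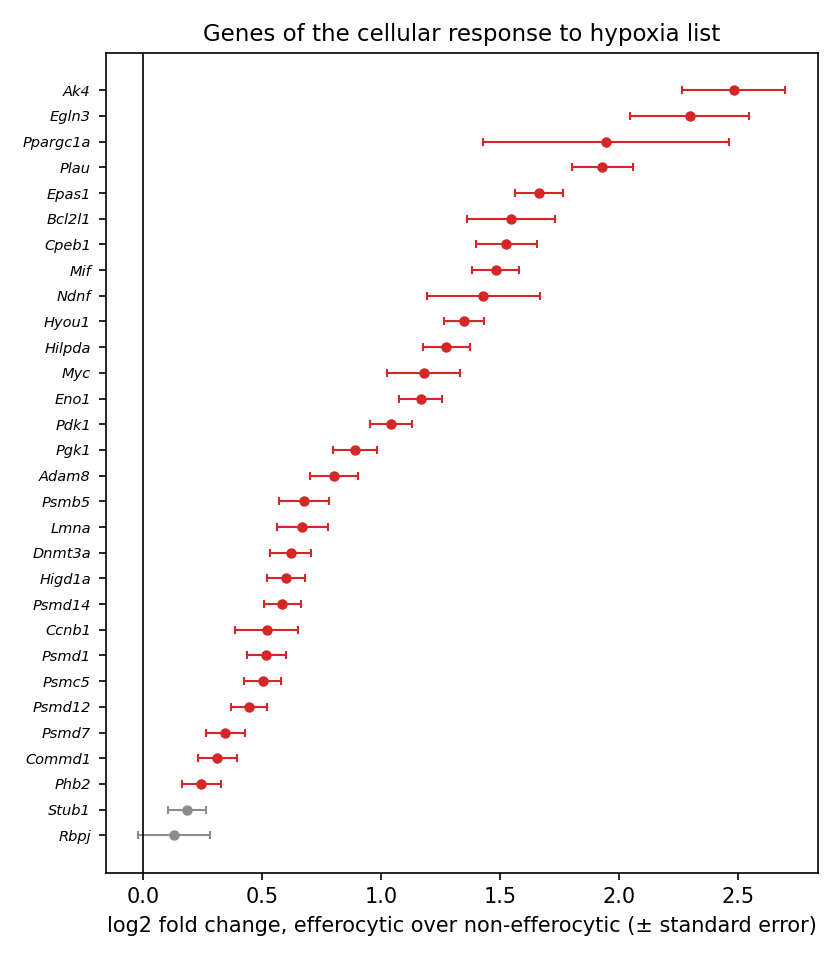
Log2 fold change (horizontal axis, efferocytic over non-efferocytic, 2 libraries per group) of the 30 genes tested of the hypoxia list of Table A3, 1 gene per line, with bars of 1 standard error from edgeR's fit. Red marks the 28 genes past an adjusted p of 0.05 and gray marks Stub1 and Rbpj, and every gene lies above 0.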

Intriguingly, biological processes related to hypoxia were identified even though these experiments were performed under normoxia (normal oxygen conditions), which suggests that efferocytosis-mediated activation and upregulation of factors directly related to cellular hypoxia is independent of the oxygen concentration (Figure 1E,F).

### 3.2. Efferocytosis of Apoptotic Cancer Cells Stabilized HIF-1α in BM Macrophages and Is Mediated by the Activation of STAT3

Single-cell analysis of efferocytic BM macrophages identified upregulated molecules associated with the “cellular hypoxia” gene ontology (GO) term (Figure 1E). To investigate these findings in the overall macrophage population, co-cultures of BM macrophages with apoptotic prostate cancer RM1 cells (workflow Figure 1A, without sorting) were analyzed. 

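The dot plot of Figure 1F shows 12 genes of this kind, and 11 of them were significantly higher in efferocytic BM macrophages (12 adjusted over the list alone, which is not independent evidence, edgeR), with a median log2 fold change of 1.28. Ldha, on chromosome 7 from 46841475 to 46855627, went from 215 ± 0.0361 to 466 ± 21.6 CPM (SD, n = 2), a log2 fold change of 1.22 (standard error 0.0984, edgeR, adjusted p = 0.000141). Pgk1, on chromosome X from 106187100 to 106203699, went from 168 ± 2.21 to 289 ± 23.0 CPM (0.89, standard error 0.0923, adjusted p = 0.000386). Pdk1, on chromosome 2 from 71873224 to 71903858, went from 9.42 ± 0.388 to 18.0 ± 0.945 CPM (1.04, standard error 0.0865, adjusted p = 0.000158). The annotation names 2 pseudogenes of Ldha and 3 of Pgk1, with which their reads can be shared. The differences of these 3 genes are several times the SD between libraries. Hyou1 (1.35), Myc (1.18, 4.31 ± 0.879 to 8.98 ± 1.22 CPM) and Adam8 (0.80) were higher in both experiments as well. Ak4 (2.48), Ndnf (1.43) and Cpeb1 (1.53) were low throughout, at 0.284 ± 0.115, 1.11 ± 0.178 and 2.75 ± 1.40 CPM in non-efferocytic and 1.46 ± 0.495, 2.81 ± 1.01 and 7.25 ± 3.04 CPM in efferocytic libraries. Cpeb1 no longer passed without the block (1.49), and with a library left out as well its log2 fold change ran from 1.03 without the efferocytic library of Experiment 2 to 2.15 without the non-efferocytic one. Stub1, on chromosome 17 from 25830505 to 25833404, was the gene not called, with 83.2 ± 6.97 against 87.9 ± 10.2 CPM and a log2 fold change of 0.18 (standard error 0.0786, edgeR, adjusted p = 0.0978). It passed when adjusted over the 12 genes alone, and over all genes tested it passed only when scaled to UMIs per cell (0.80).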

Selected hypoxia-GO-associated genes showing significant upregulation by sc-RNAseq were investigated by RT-qPCR from total RNA isolated from co-cultures of independent BM populations. Fold changes in efferocytic relative to control non-efferocytic BM macrophages were calculated and plotted in Figure 2A. The majority of analyzed genes showed a significant mRNA increase in efferocytic BM macrophages relative to the control, corroborating the sc-RNAseq results. Some of these molecules are crucial components of glycolysis, including *Pdk1*, *Pgk1*, and *Ldha,* and are known targets of hypoxia-inducible factor 1a (HIF-1α), a master transcriptional regulator of the cellular response to hypoxia that promotes a metabolic switch to glycolysis [21,55]. *Hif1a* mRNA was upregulated in the overall population of efferocytic BM macrophages (although it was not identified as an upregulated gene in the single-cell experiments). 

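In the single-cell libraries Hif1a was not higher in efferocytic BM macrophages. Hif1a (ENSMUSG00000021109), on chromosome 12 from 73901375 to 73947530, was at 55.1 ± 4.87 CPM in non-efferocytic and 43.8 ± 2.19 CPM in efferocytic libraries (SD, n = 2). The log2 fold change was -0.22 (standard error 0.0816), which did not pass the threshold (edgeR, adjusted p = 0.0648), with lower CPM in both experiments. Efferocytic cells hold more UMIs, and scaled to UMIs per cell the log2 fold change was 0.40, again without passing the threshold. It passed as lower when scaled to library totals (-0.33), when restricted to genes of at least 10 CPM (-0.32), to cells of at most 5% mitochondrial UMIs (-0.24) or to macrophage-like cells (-0.31). Adjusted p over these and the other alternatives with all 4 libraries ran from 0.0121 to 0.238. A Hif1a UMI was found in 45.2% and 35.7% of non-efferocytic and 49.6% and 52.7% of efferocytic cells in Experiments 1 and 2, but with every cell thinned to 5000 UMIs in 24.9% and 22.7% against 20.2% and 20.5%. Neutrophil-like cells, which express this gene too, are no measure of its background.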

Contrary to the results observed by single-cell experiments, the hypoxia-inducible transcription factor *Epas1* (HIF-2α) [18] showed a small but significant decrease in mRNA expression via efferocytosis.

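In the single-cell libraries Epas1 (ENSMUSG00000024140), on chromosome 17 from 86753700 to 86833410, went from 15.2 ± 1.55 CPM in non-efferocytic to 44.5 ± 4.78 CPM in efferocytic libraries (SD, n = 2). The log2 fold change of 1.66 (standard error 0.0997, edgeR, adjusted p = 5.08e-05) is larger than the spread between libraries, with log2 ratios of 1.34 in Experiment 1 and 1.77 in Experiment 2. It ran from 1.56 to 1.77 with each library left out, together with the block, and from 1.55 to 2.28 under the other alternatives. An Epas1 UMI was found in 14.6% and 11.4% of non-efferocytic cells and in 42.2% and 44.9% of efferocytic cells of Experiments 1 and 2. Exact binomial 95% intervals, for counting error only, were 13.8% to 15.3%, 10.9% to 12.0%, 41.0% to 43.4% and 43.9% to 46.0%. With every cell thinned to 5000 UMIs the shares were 7.20% and 6.37% against 18.1% and 20.7%. Neutrophil-like cells, which should lack it, had such a UMI in 4% and 5.83% of 75 and 120 non-efferocytic cells and in 8.33% and 0% of 24 and 23 efferocytic cells. The median depth of these neutrophil-like cells, 15957, 15973, 19305 and 20526 UMIs, lies above the median of all cells, 11146, 9600, 17171 and 17476 UMIs.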

Because HIF-1α is largely regulated post-transcriptionally resulting in a protein targeted for degradation under normoxic conditions [12,56], HIF-1α protein was further evaluated by Western blot analysis. As shown in Figure 2B, Western blot analysis of efferocytic BM macrophages (co-cultured for 16–18 h with apoptotic RM1 cells) evidenced a significant increase in HIF-1α induced by efferocytosis. These findings were corroborated in efferocytic BM macrophages co-cultured with murine prostate cancer Myc-CaP cells, which share several molecular characteristics of human prostate cancer [57,58]. As Myc-CaP cancer cells were obtained from FVB/NJ mice, primary macrophages were obtained from the bone marrow of the same strain. Similar results were observed using this model (Figure 2C). These results suggest that HIF-1α is stabilized in BM macrophages engulfing apoptotic cancer cells.

The potential mechanism inducing HIF-1α stabilization was further investigated. Previous findings suggested that one potential mechanism leading to HIF-1α stabilization is interaction with activated (phosphorylated) STAT3 [20,22,23,59]. Moreover, nuclear cooperative translocation of HIF-1α and p-STAT3 has been observed in the tumor microenvironment [60,61]. Since STAT3 activation is sustained in efferocytic BM macrophages and considered a hallmark macrophage response to engulfing apoptotic cancer cells, it was hypothesized that STAT3 activation (phosphorylation at Tyr705) is critical in HIF-1α stabilization by efferocytosis. We investigated this hypothesis using two well-characterized STAT3 phosphorylation inhibitors: Stattic and S3I-201 [62,63]. Both inhibitors significantly reduced the activation of STAT3 after a short treatment of BM macrophages, followed by 2 h of incubation with apoptotic cancer cells. This treatment also impacted the stabilization of HIF-1α (Figure 2D–G and Appendix A—Figure A1). Similarly, these findings were observed in BM macrophage efferocytosis of apoptotic Myc-CaP cells (Appendix A—Figure A2). These results strongly support the hypothesis that STAT3 activation is a critical signal that mediates the stabilization of HIF-1α via efferocytosis.

To assess how HIF-1α ubiquitination (Ub) levels are affected by the ubiquitin-mediated proteasomal degradation pathway, HIF-1α immunoprecipitation assays were performed using protein lysates from BM macrophages co-cultured with apoptotic prostate cancer RM1 cells vs. control. The immunoprecipitated samples were analyzed by Western blotting using a ubiquitin-specific antibody. The blot showed reduced ubiquitin levels in efferocytic vs. non-efferocytic BM macrophages after normalization to immunoprecipitated HIF-1α protein. This reduction was statistically significant when BM macrophages were treated with MG-132, a degradation inhibitor of ubiquitin-conjugated proteins (Ub-HIF-1α) (Figure 2H). To further investigate these findings, cytoplasmic and nuclear fractions were isolated from efferocytic and non-efferocytic BM macrophages. Protein lysates from each fraction were analyzed by Western blotting and the results showed a higher expression of HIF-1α and p-STAT3 in the nuclear factions of efferocytic BM macrophages (Figure 2I). Histone H3 immunoblot was used as a nuclear marker to demonstrate the efficacy of the nuclear fractionation. These results suggest that macrophage efferocytosis promotes HIF-1α stabilization along with co-activation of p-STAT3.

### 3.3. Efferocytosis of Apoptotic Cancer Cells Stimulated the Expression of Pro-Inflammatory MIF Cytokine in BM Macrophages

Accumulating experimental evidence suggests that efferocytosis of apoptotic cancer cells accelerates tumor progression and metastatic growth by fostering an inflammatory and immunosuppressive microenvironment [64,65]. Single-cell data identified the negative regulation of the immune system process (GO: 0002683; related to the immunosuppressive response) as one of the GO terms upregulated in efferocytic BM macrophages. 

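Table A3 lists 23 symbols for this term, of which Cb1b matched no gene symbol of the files and 22 genes were tested. Of these, 17 were significantly higher in efferocytic BM macrophages and 0 lower (18 adjusted over the list alone, edgeR), with a median log2 fold change of 0.79. Here too the list was chosen on the same libraries and is not independent evidence. Its largest changes include Cd300lf, Npy and Arg1, and Nme1 (1.22, standard error 0.0925, edgeR, adjusted p = 0.000118) went from 124 ± 19.4 to 268 ± 37.1 CPM (SD, n = 2). Not called were Nme2, Anxa1, Rala, Gpx1 and Iglc1, named after their values were seen. Mif and Myc belong both to this list and to the hypoxia list.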

Using STRING, a database of known and predicted protein–protein interactions, we identified a strong network association between this immune response and the biological process of hypoxia (GO: 0071456) (Figure 3A, GO gene list in Appendix A—Table A2 and Table A3). Although not identified by single-cell analysis, STAT3 was added because of its key role in the stabilization of HIF-1α, as shown in Figure 2. 

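In the summed single-cell counts Stat3 (ENSMUSG00000004040), on chromosome 11 from 100885098 to 100939540, was at 52.3 ± 2.34 CPM in non-efferocytic and 47.7 ± 0.0504 CPM in efferocytic libraries (SD, n = 2). No difference was detected (log2 fold change -0.02, standard error 0.0790, edgeR, adjusted p = 0.836). With 1 library and the block left out the log2 fold change stayed between -0.063 and 0.030. Scaled to UMIs per cell it was 0.60, equal to the shift of all genes under that scaling, and passed the threshold there. These counts measure Stat3 mRNA and carry no information on phosphorylation.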

Central nodes identified in this network are HIF-1α, Myc, and STAT3 and the findings show direct or indirect interactions between hypoxia and the negative immune regulation processes. Furthermore, single-cell analysis identified the cytokine macrophage migration inhibitory factor *Mif* as upregulated in efferocytic BM macrophages (*p* < 10^−6^) (Figure 1F and Figure 3B and Appendix A—Figure A5). 

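Mif (ENSMUSG00000033307) lies on the minus strand of chromosome 10 from 75859353 to 75860240. Its level was 172 ± 3.11 CPM in non-efferocytic and 445 ± 11.2 CPM in efferocytic libraries (SD, n = 2), a log2 fold change of 1.48 (standard error 0.0983, edgeR, adjusted p = 7.15e-05). The difference is many times the SD between libraries, with log2 ratios of 1.37 in Experiment 1 and 1.38 in Experiment 2. The mean number of Mif UMIs per cell rose from 2.07 to 8.17 in Experiment 1 and from 1.80 to 8.37 in Experiment 2, of which part follows from the deeper efferocytic cells. Scaled to UMIs per cell, the setting that moved it most, the log2 fold change was 2.10, and over all alternatives with 4 libraries it was at least 1.37 and passed the threshold. With each library left out, together with the block, it stayed between 1.47 and 1.51, but the adjusted p was 0.0654 without the non-efferocytic library of Experiment 1 and 0.0743 without that of Experiment 2 (range with a library left out 0.00668 to 0.0743). The annotation names 2 pseudogenes of Mif, with which its reads can be shared. The counts do not tell mRNA of the macrophage from mRNA of the RM1 cells it engulfed, and the level of Mif in RM1 cells was not measured here. Over cells with no UMI of the list of genes expected in RM1, the log2 fold change was 1.51.
The paper starts from the genes upregulated in both experiments, finds terms for hypoxia and for negative regulation of the immune system among them, and joins both gene lists in a protein network. From the increase in Mif, a gene of both lists, it goes on to measure MIF in the overall macrophage population. It proposes that HIF-1α, stabilized in efferocytic BM macrophages, mediates the expression of MIF. For this it compares macrophages with and without functional HIF-1α and uses a HIF-prolyl-hydroxylase inhibitor.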

*Mif* belongs to both GO: 0002683 and GO: 0071456 [48] and mediates both immunosuppression and inflammation and has been associated with increased tumorigenesis and disease progression in different cancer types including prostate cancer [66].

MIF changes were investigated in the overall macrophage population co-cultured with apoptotic RM1 prostate cancer cells by RT-qPCR and Western blot analysis. In correlation with single-cell results, both *Mif* mRNA (Figure 3C) and MIF protein increased in BM macrophage efferocytosis of apoptotic RM1 cells (Figure 3D). Similarly, BM macrophages isolated from FVB mice upregulated MIF protein upon the efferocytosis of Myc-CaP prostate cancer cells (Figure 3E). Secreted MIF was further analyzed in the efferocytic BM macrophages and compared to the control BM macrophages. To differentiate between the newly secreted endogenous MIF and the potential MIF present in the media from cancer cells, BM macrophages engulfing apoptotic RM1 (efferocytic) from three independent BM macrophage co-cultures were sorted by flow cytometry (double positive F4/80-FITC^+^/RM1(a)-DeepRed^+^) and compared to F4/80^+^ non-engulfing BM macrophages (non-efferocytic, also sorted by flow cytometry) (Figure 3F). Both populations were cultured for 6 h and the conditioned media from each sample were analyzed by Western blotting. The analysis revealed a significant increase in secreted MIF detected in the conditioned media from efferocytic relative to non-efferocytic BM macrophages (Figure 3G). These results indicate that efferocytosis induces MIF secretion by BM macrophages to the extracellular microenvironment.

Altogether, these findings indicate MIF is part of the signaling response of BM macrophages to the engulfing of apoptotic prostate cancer cells and suggests a network connection with the activation of hypoxia-related molecules by efferocytosis.

To investigate if the pro-inflammatory response is induced by BM macrophage efferocytosis of apoptotic cancer cells and not by apoptotic normal epithelial cells, HIF-1α stabilization, STAT3 phosphorylation, and MIF expression were assessed in BM macrophages co-cultured with apoptotic RM1 prostate cancer cells and compared to BM macrophages co-cultured with apoptotic mPEC normal prostate epithelial cells. Western blot analysis showed that HIF-1α is highly stable in RM1-efferocytic BM macrophages and this is significantly increased in relation to mPEC-efferocytic BM macrophages (Figure 4A). Moreover, while STAT3 phosphorylation was increased in both RM1- and mPEC-efferocytic BM macrophages, p-STAT3 levels were significantly higher in BM macrophage efferocytosis of apoptotic RM1 cancer cells vs. mPECs (Figure 4B). Finally, MIF expression was significantly upregulated only in RM1-efferocytic BM macrophages (Figure 4C).

These data confirm that BM macrophage efferocytosis of apoptotic cancer cells promotes a unique pro-inflammatory response and that this feature may contribute to cancer cell growth in the tumor microenvironment.

### 3.4. HIF-1α Mediated the Expression of MIF Cytokine in Efferocytic BM Macrophages

The implication of HIF-1α in tumor-promoting inflammation, immunosuppression, and metastasis has been documented in different cancer models in relation to hypoxia [7]. We hypothesized that the stabilization of HIF-1α in BM macrophages by the clearance of apoptotic cancer cells induces the expression of key pro-inflammatory cytokines. This was investigated by crossing LysMCre mice with *Hif1a*^flox/flox^ mice to obtain mutated HIF-1α myeloid lineage-mutant mice (*Hif1a*^mut^). These mice have a null allele in the Cre-expressing cells (myeloid) that lacks the exon 2 of *Hif1a* and were used to obtain *Hif1a*^mut^ BM macrophages.

WT and *Hif1a*^mut^ BM macrophages were characterized by flow cytometry. No changes were observed in the BM macrophage expression profile of surface marker F4/80 (Appendix A—Figure A6). In addition, the efferocytic capability (measured by the percent of engulfment of apoptotic RM1) was no different between WT and *Hif1a*^mut^ BM macrophages (Appendix A—Figure A7). Efferocytosis induced a significant increase in the CD206^high^ population in WT BM macrophages, suggesting increased M2-like polarization (Appendix A—Figure A8). This trend increase (although not significant; *p* = 0.0516) was also observed in *Hif1a*^mut^ BM macrophages. However, *Hif1a*^mut^ BM macrophages alone also showed a slight increase in the CD206^high^ population when compared to WT, suggesting a shift in M2-like polarization induced by the loss of HIF-1α function in BM macrophages. However, no differences were found in CD86, an M1-marker, in these BM macrophages.

Relative *Hif1a* gene expression was quantified with a probe that specifically targets *Hif1a* exon 2. RT-qPCR analysis showed the upregulation of *Hif1a* mRNA in the efferocytic WT BM macrophages relative to the controls (Figure 5A). A significant decrease in the *Hif1a* mRNA containing the exon 2 was observed in *Hif1a*^mut^ BM macrophages relative to the control WT BM macrophages, with no efferocytic response noted (Figure 5A). In addition, the characterization of *Hif1a*^mut^ BM macrophages by Western blot analysis demonstrated a lower molecular weight of HIF-1α in *Hif1a*^mut^, which corresponds with the deletion of the DNA binding domain encoded by the exon 2 (Figure 5C) by Cre-induced recombination and renders a non-functional *Hif1a*^mut^ protein. However, even this mutant protein was stabilized by efferocytosis as shown by quantitative Western blot analyses, which suggests that STAT3-mediated stabilization is independent of HIF-1α binding to the hypoxia response element (HRE) DNA (Figure 5C). Notably, STAT3 activation remained unaffected in *Hif1a*^mut^ BM macrophages (Appendix A—Figure A9).

Previous studies suggest a link between HIF-1α and MIF in different cell models, including macrophages [67,68]. We investigated the expression of MIF and other pro-inflammatory factors as potential targets of HIF-1α. These included critical inflammatory cytokines previously found upregulated in efferocytic BM macrophages: CXCL1, CXCL5, IL6, and CXCL4 (also known as platelet factor 4, *Pf4*) [69]. From the selected cytokines, it was found that *Mif* and *Cxcl4* expression was significantly reduced in *Hif1a*^mut^ efferocytic BM macrophages relative to the wild type (WT) after normalization to their respective control (non-efferocytic BM macrophages) (Figure 5B). There was a significant reduction in MIF protein expression and no upregulation was observed by efferocytosis in the *Hif1a*^mut^ BM macrophages relative to WT (Figure 5D). In contrast, upregulation of MIF by efferocytosis was found in WT BM macrophages as previously shown in Figure 3D–E.

To address the specificity of HIF-1α in the control of MIF regulation, similar experiments were performed with *Epas1*-myeloid lineage-mutant (*Epas1*^mut^) mice. These mice were obtained by crossing LysMCre mice with *Epas1*^flox/flox^ mice. Mutant mice expressed significantly lower levels of *Epas1* mRNA by RT-qPCR using the primer/probe set corresponding to the deleted exon2 (Appendix A—Figure A10A). RT-qPCR analysis of pro-inflammatory cytokines showed a significant decrease in *Cxcl1* in the *Epas1*^mut^ mice, with no changes in *Mif* and *Cxcl4* (Appendix A—Figure A10B), which differs from the observed HIF-1α-mediated regulation in BM macrophages (Figure 5B). Quantitative protein analysis of *Epas1*^mut^ BM macrophages revealed no change by efferocytosis in HIF-1α stabilization in the *Epas1*^mut^ BM macrophages relative to WT control (Appendix A—Figure A10C), nor in MIF expression when comparing *Epas1*^mut^ vs. WT (Appendix A—Figure A10D). Furthermore, relative to the control *Epas1*^mut^ BM macrophages, efferocytic *Epas1*^mut^ BM macrophages showed a significant increase in MIF (Appendix A—Figure A10D), while no change was observed in efferocytic *Hif1a*^mut^ BM macrophages (Figure 5D). These results highlight the specificity in the regulation of MIF expression by HIF-1 relative to EPAS1, a similar hypoxia-inducible transcription factor.

HIF-1α-mediated MIF regulation was further investigated by using a HIF-prolyl-hydroxylase inhibitor FG-4592 (also known as Roxadustat) [70]. FG-4592 was used in efferocytosis assays and a strong correlation was observed between the stabilization of HIF-1α and MIF protein expression. FG-4592 alone stabilized HIF-1α, revealed by the upregulation of MIF protein in non-efferocytic BM macrophages. Intriguingly, when the inhibitor was used in efferocytic BM macrophages a further increase in HIF-1α and MIF protein was observed (Figure 6A). RT-qPCR analysis showed a significant increase in *Mif* mRNA induced by FG-4592 relative to the control; however, no further increase was observed in efferocytic BM macrophages (Figure 6B).

Altogether, these findings suggest that HIF-1α mediates the expression of MIF, where HIF-1α stabilization via efferocytosis or prolyl-hydroxylase inhibitor significantly upregulates MIF expression in BM macrophages.

### 3.5. MIF Activateds Inflammation in BM Macrophages

CD74 is a critical receptor for MIF signal transduction in cells; however, CD74 lacks kinase activity and requires a complex formation with other co-receptors, including CD44 and CXCR4 [33,71,72]. Results from single-cell data analyses identified a significant downregulation of CD74 in efferocytic compared to non-efferocytic BM macrophages (Figure 7A, Appendix A—Figure A11), while no significant differences were detected in the co-receptors CD44 or CXCR4. 

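Cd74 (ENSMUSG00000024610), on chromosome 18 from 60803848 to 60812652, was at 444 ± 172 CPM in non-efferocytic and 45.0 ± 24.8 CPM in efferocytic libraries (SD, n = 2), a log2 fold change of -3.26 (standard error 0.116, edgeR, adjusted p = 7.75e-06). Its level differed between the experiments in both groups, while the log2 ratios were alike, -3.56 and -3.18. The value moved most when 10% of the UMIs of each library were removed as free RNA (-6.46), where it no longer passed the threshold (edgeR, adjusted p = 0.0750, range over the alternatives with 4 libraries 3.18e-160 to 0.0750). The profile of this free RNA came from barcodes of at most 100 UMIs. In Experiment 1 these held 417 Y-linked UMIs while its cells held 0, so the profile is not free RNA of the cells alone. With each library left out, together with the block, the log2 fold change of Cd74 stayed between -3.87 and -2.75. A Cd74 UMI was found in 29.0% and 36.7% of non-efferocytic and in 11.5% and 10.7% of efferocytic cells of Experiments 1 and 2. Exact binomial 95% intervals, for counting error only, were 28.0% to 30.0%, 35.9% to 37.6%, 10.8% to 12.3% and 10.1% to 11.4%. With every cell thinned to 5000 UMIs the shares were 22.9% and 30.0% against 5.46% and 5.24%. Among neutrophil-like cells, deeper in the median than all cells, 16% and 31.7% of non-efferocytic and 0% and 4.35% of efferocytic cells had such a UMI, and after thinning 5.71%, 17.9%, 0% and 0%. Most Cd74 UMIs lie in few cells, since the 10% of cells with the most held 89.4% and 89.6% of them in non-efferocytic and 97.0% and 99.4% in efferocytic libraries. Cells with at least 20 Cd74 UMIs made up 5.23% and 6.69% of non-efferocytic and 0.523% and 0.892% of efferocytic cells.
Cd44 (ENSMUSG00000005087), on chromosome 2 from 102811141 to 102901665, was at 139 ± 1.18 and 170 ± 32.4 CPM, a log2 fold change of 0.38 (standard error 0.100, edgeR, adjusted p = 0.0196) that came mostly from Experiment 2, with log2 ratios of 0.09 and 0.46. Cxcr4 (ENSMUSG00000045382), on chromosome 1 from 128588199 to 128592293, was at 86.2 ± 5.30 and 61.2 ± 10.5 CPM, a log2 fold change of -0.40 (standard error 0.126, edgeR, adjusted p = 0.0383) with log2 ratios of -0.26 and -0.74. Both lie near the threshold, and neither passed without the block (0.39 for Cd44 and -0.38 for Cxcr4) or with free RNA removed. Adjusted p with all 4 libraries ran from 3.02e-05 to 0.0961 for Cd44 and from 0.000726 to 0.425 for Cxcr4, which changed sign to 0.22 when scaled to UMIs per cell. With 1 library and the block left out the log2 fold change ran from 0.23 to 0.54 for Cd44 and from -0.61 to -0.18 for Cxcr4.

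**Figure D3:**
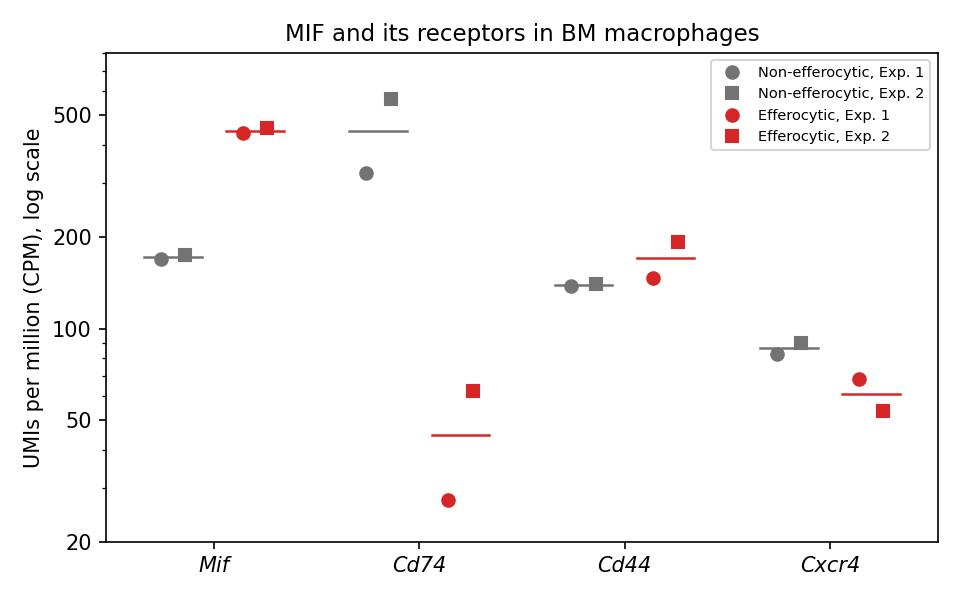
Level of Mif, Cd74, Cd44 and Cxcr4 (vertical axis, CPM on a log scale) in each of the 4 libraries, gray for non-efferocytic and red for efferocytic BM macrophages, circles for Experiment 1 and squares for Experiment 2, with a line at the mean of each group. Mif is higher in both efferocytic libraries and Cd74 lower, while Cd44 and Cxcr4 differ by less.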

The downregulation of CD74 was also evident in the overall efferocytic BM macrophages relative to the control, demonstrated by RT-qPCR analyses (Figure 7B).

Although these results do not rule out a potential endocrine signaling, they suggest that MIF secreted from efferocytic BM macrophages (Figure 3F) could induce potent paracrine signaling in non-efferocytic BM macrophages and other cells. To evaluate the MIF-induced signaling in BM macrophages, a purified recombinant MIF protein expressed in mammalian cells was used. BM macrophages (from C57BL/6J and FVB/NJ mice) were incubated for 2 h with MIF and then signaling activation was analyzed by Western blotting with specific phospho-peptide antibodies. A hallmark the MIF transducing signal, resulting in the activation (sustained phosphorylation) of the extracellular signal-related kinase ERK1/2 MAPK [66,73], was found highly upregulated in BM macrophages treated with recombinant MIF (Figure 7C). Furthermore, an increase in the critical inflammatory NF-kB signaling (phospho-p65) was observed in BM macrophages treated with MIF (Figure 7C).

This potent inflammation-transduced signaling pathway was further correlated with the increased expression of several pro-inflammatory factors in MIF-activated BM macrophages (from C57BL/6J), including: *Ccl5*, *Cxcl5*, *Il6*, *Cxcl1*, *Cxcl4, IL1b, and Tnf,* as well as the glucose transporter *Glut1* (Figure 7D). Previous studies have demonstrated that these cytokines mediate a pro-inflammatory macrophage activation in different environments [74,75,76]. Similar results were observed in FVB BM macrophages, where MIF activated the expression of pro-inflammatory factors, except for *Cxcl4* and the *Glut1* transporter (Figure 7F). In contrast, from the tested anti-inflammatory signatures, only CD36 was upregulated in C57BL/6J BM macrophages, while CD206 was downregulated in the FVB BM macrophages. The activation of pro-inflammatory cytokines has also been detected in BM macrophages engulfing prostate cancer cells and functions to accelerate tumor growth in bone, as previously shown [2]. Altogether, these results suggest that STAT3–HIF-1α–MIF is a potent signaling axis induced by BM macrophage efferocytosis of apoptotic cancer cells, which may act via paracrine signaling to induce macrophage-mediated inflammation in the bone tumor milieu.

## 4. Discussion

Inflammation has a major impact on cancer progression and metastasis in various organs [77,78,79]. One of the inflammatory mechanisms that promotes tumor growth is the secretion of cytokines and chemokines by cancer and immune cells in the tumor microenvironment [80,81]. Tumor-associated macrophages play a critical role in accelerating tumor progression in different cancer types [82,83]. In bone, apoptotic cancer cell efferocytosis by macrophages generates a unique inflammatory milieu rich in cytokines, which promote and support tumor progression [3,4]. Here, the molecular mechanisms that induce this tumor-promoting inflammatory response in bone marrow macrophages during the efferocytosis of apoptotic prostate cancer cells were investigated.

Analysis of the single-cell transcriptomics of sorted BM macrophages engulfing apoptotic prostate cancer RM1 cells (efferocytic, F4/80^+^CFSE^+^) vs. sorted BM macrophages alone (non-efferocytic, F4/80^+^) by flow cytometry (Figure 1A) revealed two distinctive clusters of cells, each with a unique gene expression profile. GO term enrichment analysis of the upregulated genes in efferocytic BM macrophages identified several biological pathways including those directly related to macrophage functions, such as “response to wounding”, “innate immune response”, and “regulation of vasculature development” [84]. Although the efferocytosis experiments in vitro were conducted under normoxic levels, the analysis identified GO terms related to “cellular responses to hypoxia” or “decreased oxygen levels” in efferocytic BM macrophages, these terms included genes that are known targets of HIF-1, a master transcriptional regulator of the cellular response to hypoxia [85]. Although HIF-1α is known to be critically regulated by oxygen-dependent hydroxylation leading to ubiquitination and subsequent proteasome degradation [13], several factors could induce its stabilization under normoxic conditions. For example, in macrophages activated by inflammatory stimuli and in tumor-associated macrophages, normoxic stabilization of HIF-1α may be induced by metabolites, including succinate and lactate [86,87]. In cancer cells, HIF-1α may also be regulated by inducing high transcriptional and translational activity via different pathways: MAPK/ERK, JAK/STAT, and PI3K/AKT/mTOR [88]. The hypoxia-independent expression of HIF-1α has been observed in prostate cancer tumors, in correlation with recurrence following surgery or therapy, increased chemoresistance, and accelerated metastatic progression, suggesting that alternative mechanisms of post-translational stabilization could lead to its accumulation and transcriptional activity in non-hypoxic environments [89,90]. Here, we found that efferocytic BM macrophages promoted HIF-1α stabilization and induced a strong and sustained phosphorylation of STAT3 under normoxic conditions. A short treatment with two specific STAT3 inhibitors significantly reduced HIF-1α in BM macrophages after a 2 hr incubation with apoptotic cancer cells; however, HIF-1α stabilization was not completely abrogated. A plausible explanation is that the short treatment of inhibitors on BM macrophages and then their removal from culture (to prevent side effects) may have resulted in the reactivation of STAT3 signaling. As shown by Western blot analysis, STAT3 is not completely inactivated. A proposed mechanism suggests that activated STAT3 interacts with HIF-1α to inhibit von Hippel-Lindau (VHL) binding to HIF-1α, leading to decreased ubiquitination and stabilization [22]. However, these experiments were performed by overexpressing STAT3 and, in our hands, we attempted without success to show a direct interaction between endogenous p-STAT3 and HIF-1α. Nevertheless, by blocking HIF-1α proteasomal degradation, the immunoprecipitation experiments demonstrated a reduced HIF-1α ubiquitination via efferocytosis, which correlates with HIF-1α accumulation in efferocytic BM macrophages. Altogether, these results suggest that the stabilization of HIF-1α is mediated by p-STAT3 in efferocytic BM macrophages. This stabilization leads to a subsequent nuclear translocation, along with p-STAT3, which correlates with previous studies [60,61]. However, other mechanisms (described above) acting in parallel with STAT3 may also contribute to HIF-1α stabilization.

Previous reports have associated the expression of HIF-1α and its target genes with immunosuppressive functions in the tumor microenvironment [91,92]. Here, a single-cell analyses of efferocytic BM macrophages identified a strong protein network association between the genes related to “cellular response to hypoxia” and “negative regulation of the immune response”, suggesting that HIF-1α signaling in efferocytic BM macrophages may exert immunosuppressive functions in the tumor microenvironment. It has been reported that HIF-1α promotes the secretion of cytokines and chemokines, such as CXC motif chemokine ligand 5 (CXCL5), CXC motif chemokine ligand 12 (CXCL12), chemokine ligand 28 (CCL28), and macrophage migration inhibitory factor (MIF) [24,25,26,93]. One of the genes included in the network analysis was *Mif*. MIF is a pro-inflammatory cytokine expressed by monocytes, macrophages, blood dendritic cells, B cells, neutrophils, eosinophils, mast cells, and basophils and its expression is involved in both innate and adaptive immune processes, as well as in response to hypoxia. Several studies have shown that MIF mediates inflammatory processes, such as sepsis and cancer [94,95]. We demonstrated that *Mif* mRNA as well as intracellular and secreted MIF protein levels were increased in BM macrophages upon the efferocytosis of apoptotic cancer cells. It was found that HIF-1α but not HIF-2α (EPAS1) depletion in BM macrophages reduced the expression of the pro-tumorigenic inflammatory cytokines *Mif* and *Cxcl4* after being exposed to apoptotic prostate cancer cells when compared to WT BM macrophages. In addition, HIF stabilization by the prolyl-hydroxylase inhibitor Roxadustad further stabilized HIF-1α and induced higher MIF protein expression in efferocytic BM macrophages. However, the upregulation of MIF protein did not completely reflect the *Mif* mRNA where no significant differences in the inhibitor-treated efferocytic versus control BM macrophages were found. This discrepancy may be explained by additional MIF stabilization due to intracellular protein–protein interactions, as suggested in previous studies [27,96,97].

Furthermore, it was found that BM macrophage efferocytosis of apoptotic cancer cells promotes higher HIF-1α stabilization when compared to apoptotic normal prostate epithelial cells. In correspondence with the identified mechanism, the efferocytosis of apoptotic prostate cancer cells induced a more robust activation of STAT3 and MIF expression compared to the efferocytosis of apoptotic normal cells. Such strong STAT3 signaling is required to induce a significant stabilization of HIF-1α. However, how apoptotic cancer cells activate significant STAT3 signaling in BM macrophages and how this signal is maintained remains to be elucidated where a potential amplification loop could be critical. Altogether, these findings suggest that HIF-1α specifically regulates MIF expression in efferocytic BM macrophages.

Studies in cancer show that MIF supports tumor progression via different mechanisms. For example, HIF-1α regulates MIF secretion in breast cancer cells to promote tumor proliferation, angiogenesis, and metastasis [29]. In colorectal cancer, it was shown that MIF promoted macrophage recruitment and angiogenesis to accelerate tumor progression [96]. In a model of breast cancer, elevated MIF expression supported tumor growth while a loss of MIF promoted the anti-tumor immune infiltration of CD4^+^/CD8^+^ T cells producing IFNγ, which supported the MIF immunosuppressive function [98]. In other studies, in head and neck squamous carcinoma, the HIF-1α–MIF axis contributed to the recruitment of myeloid (CD11b^+^-Gr-1^+^) cells to enhance tumor growth and angiogenesis [26]. In prostate cancer patients, MIF expression is highly elevated, which has been associated with higher severity and poor outcome [99].

MIF signals through its ligand binding receptor CD74 and its co-receptors (signal transducers) CD44, CXCR2, or CXCR4 [33,71,72]. MIF/CD74 activity promotes immunosuppressive signaling in macrophages and dendritic cells and inhibition of this signaling re-establishes the antitumor immune response in metastatic melanoma [100,101]. Moreover, MIF/CD74 signaling also activates the NF-κB signaling pathway in chronic lymphocytic leukemia [102,103]. CD74/CD44 activation by MIF is followed by the phosphorylation of the proto-oncogene tyrosine-protein kinase (SRC), extracellular signal-related kinase 1/2 (ERK1/2), phosphoinositide 3-kinase (PI3K), and protein kinase B (AKT) [33,71,104,105]. These kinases promote the activation of transcription factors, such as nuclear factor-kappa B (NF-κB, p65), which induces the secretion of pro-inflammatory cytokines, such as IL-6, IL-8, CCL2, and CCL5 [102,106,107,108,109]. Here, we found that *Cd74* expression is downregulated in efferocytic BM macrophages, suggesting potential paracrine signaling in non-efferocytic BM macrophages. Recombinant MIF protein treatment of non-efferocytic BM macrophages activated the ERK1/2 and the p65 pathways and increased the expression of pro-inflammatory factors, such as *Il1b*, *Tnf*, *Cxcl1*, *Cxcl5*, *Il6,* and *Ccl5*. Furthermore, it was found that MIF increased STAT3 activation and HIF-1α protein (Appendix A—Figure A12A,B). However, no differences were observed in *Hif1a* nor in *Mif* gene expression (Appendix A—Figure A12C) evaluated 6 h after the detection of HIF-1α protein (Appendix A—Figure A12B), which suggests that recombinant MIF treatment may induce a transient stabilization of HIF-1α that is insufficient to increase *Mif* gene expression in BM macrophages.

In B cells, a mechanism has been elucidated where the binding of MIF to CD74 initiates its intramembrane cleavage and generates a 42aa domain that binds to cytoplasmic p65 and facilitates its transport to the nucleus to activate transcriptional activity [110]. A similar mechanism could be activated in macrophages; however, to our knowledge, it has yet to be investigated. Such as in the MIF-induced activation of NF-κB (p65) and the expression of potent pro-inflammatory factors in BM macrophages, the observed downregulation of *Cd74* by efferocytosis could function to restrain the autocrine MIF-induced inflammatory response. For example, no mRNA expression differences between CXCL1, CXCL5, and IL-6 were detected in BM macrophages with depleted HIF-1α (*Hif1a*^mut^) relative to WT.

Altogether, these findings reveal a new regulatory mechanism of HIF-1α in BM macrophages during the efferocytosis of apoptotic prostate cancer cells where the p-STAT3/HIF-1α/MIF signaling pathway induces inflammation, a mechanism that would be activated in the bone tumor microenvironment comprising a significant number of apoptotic cancer cells.

## Figures and Tables

**Figure 1:**
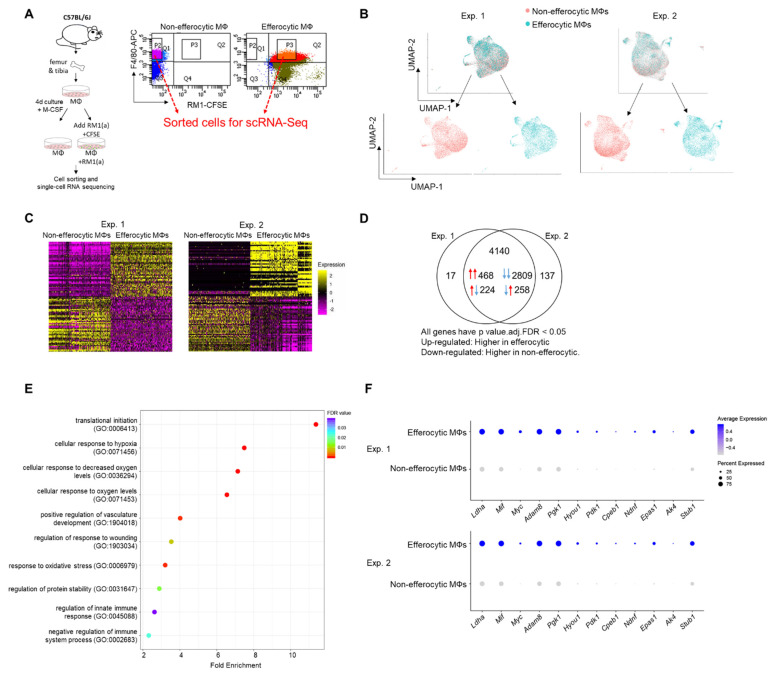
Single-cell experiments comparing efferocytic BM macrophages (engulfing apoptotic cancer cells) vs. control (non-engulfing BM macrophages). (**A**) BM macrophages (MΦ) were isolated from 4 wk old C57BL/6J mice and co-cultured with apoptotic RM1(a) cells (CFSE labeled) for 16–18 h. Efferocytic (F4/80^+^CFSE^+^) and control BM macrophages (F4/80^+^) were sorted and used for single-cell libraries followed by scRNA-Seq. (**B**) UMAP of all cells analyzed (blue: efferocytic BM macrophages; red: non-efferocytic BM macrophages). (**C**) Heatmap of the most differentially expressed genes in either experiment. (**D**) Venn diagram of all differentially expressed genes and their overlap between both experiments. (**E**) Cleveland plot of the most enriched pathways in efferocytic BM macrophages. (**F**) Dot plots of hypoxia-related genes in both experiments. Size relates to the percentage of macrophage cells expressed each gene. Color denotes the average expression for each gene across all expressing cells. Additional results are shown in Appendix A—Table A1, Table A2 and Table A3.

**Figure 2:**
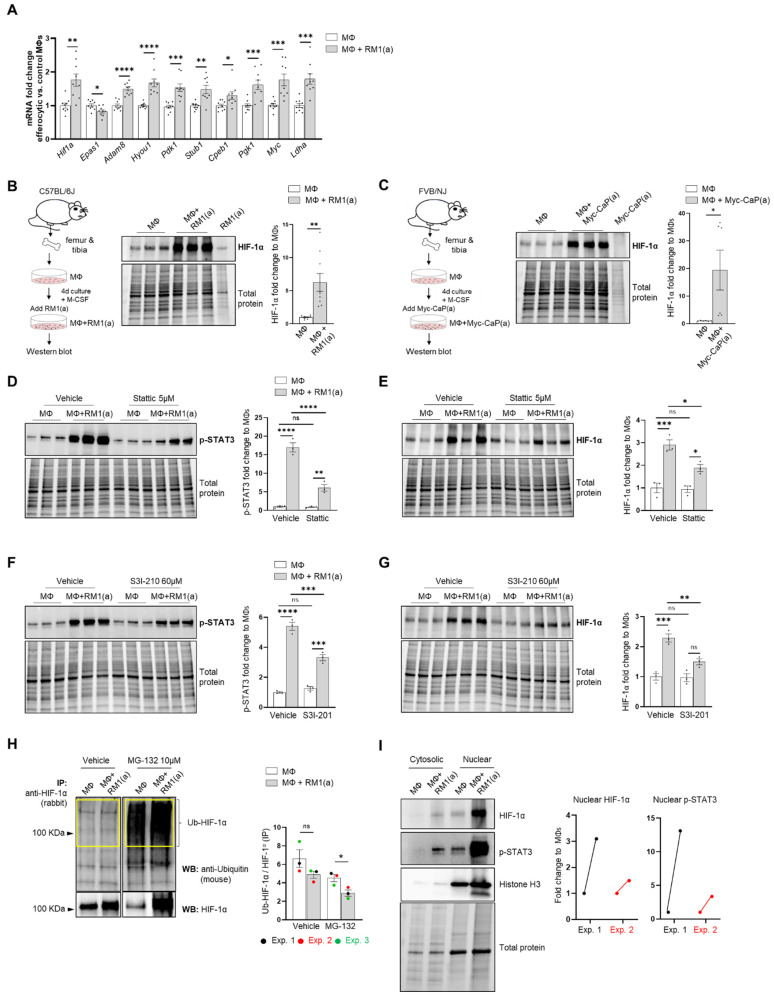
BM macrophage efferocytosis of apoptotic cancer cells promotes HIF-1α stabilization through STAT3 activation. BM macrophages (MΦ) were isolated from 4 wk old C57BL/6J or FVB/NJ mice and co-cultured with apoptotic RM1(a) or Myc-CaP(a) cells for 16–18 h. (**A**) mRNAs isolated from efferocytic and control BM macrophages were analyzed by real time quantitative PCR (RT-qPCR) for a set of genes involved in the cellular response to hypoxia (*n* = 9/group). (**B**,**C**) Protein lysates from C57BL/6J (*n* = 9) and FVB/NJ (*n* = 6) efferocytic BM macrophages were analyzed by Western blotting using HIF-1α antibody. Protein lysates from C57BL/6J efferocytic and control BM macrophages (*n* = 3) treated with 5 µM Stattic and 60 µM S3I-201 STAT3 phosphorylation inhibitors were analyzed by Western blotting for 2 h using (**D**,**F**) p-STAT3 antibody and (**E**,**G**) HIF-1α antibody. (**H**) Cell lysates from efferocytic and non-efferocytic BM macrophages were immunoprecipitated (IP) with HIF-1α antibody and immunoblotted with ubiquitin antibody. The graph depicts the calculated signal of Ub-HIF-1α (ubiquitinated HIF-1α) to total HIF-1α (IP). Ub-HIF-1α signal was measured in the yellow box around the corresponding HIF-1α molecular weight from independent experiments (*n* = 3). (**I**) Cytoplasmic and nuclear fractions from efferocytic and non-efferocytic BM macrophages were analyzed by Western blotting using HIF-1α, p-STAT3, and Histone H3 antibodies. The graph shows independent experiments where nuclear HIF-1α and p-STAT3 intensities were normalized to total protein and to the corresponding non-efferocytic BM macrophages (*n* = 2). Increased nuclear protein in the efferocytic fractions is shown for each experiment. (**B**,**C**,**H**,**I**) Representative Western blot images. Plotted data are shown as mean ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ns = not significant (ordinary one-way ANOVA; Tukey’s multiple comparison test and unpaired *t*-test). Additional results are shown in Appendix A—Figure A1, Figure A2, Figure A3 and Figure A4.

**Figure 3:**
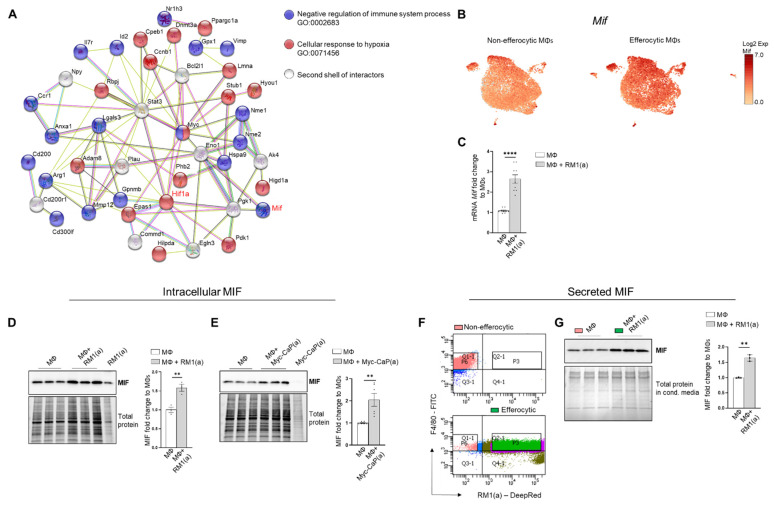
BM macrophage efferocytosis induces MIF expression. (**A**) Protein–protein interaction network between the immune pathway regulation and the hypoxia-related pathway. Biological Process GO terms of selected genes upregulated by efferocytosis (GO:0002683, all genes; GO:0071456, 25 out of 33 genes). BM macrophages (MΦ) were isolated from 4 wk old C57BL/6J or FVB/NJ mice and co-cultured with apoptotic RM1(a) or Myc-CaP(a) cells for 16–18 h. (**B**) scRNA-Seq analysis plot shows *Mif* distribution in efferocytic and non-efferocytic clusters of BM macrophages. (**C**) *Mif* mRNA expression in efferocytic BM macrophages assessed by RT-qPCR (*n* = 9). Western blot analysis of protein lysates from (**D**) C57BL/6J BM macrophages co-cultured with apoptotic RM1 prostate cancer cells (*n* = 3) and (**E**) FVB/NJ efferocytic and control BM macrophages were analyzed by Western blotting using MIF antibody (*n* = 6). (**F**) C57BL/6J efferocytic (F4/80^+^DeepRed^+^ (in green)) and control non-efferocytic BM macrophages (F4/80^+^ (in salmon)) were sorted, seeded, and incubated for 6 h. (**G**) Western blot analysis of conditioned media from non-efferocytic and efferocytic BM macrophages (*n* = 3/group). The Western blot shown in E is a representative image. Plotted data are shown as mean ± SEM of quantified signal after normalization to total protein and to control BM macrophages, ** *p* < 0.01, **** *p* < 0.0001 (unpaired *t*-test). Additional results are shown in Appendix A—Figure A5.

**Figure 4:**
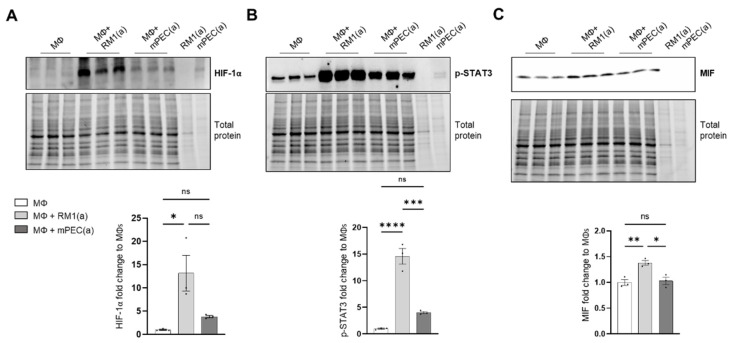
HIF-1α, p-STAT3, and MIF expression is increased in apoptotic RM1-efferocytic BM macrophages. BM macrophages (MΦ) were isolated from 4 wk old C57BL/6J mice and co-cultured with apoptotic RM1(a) or mPEC(a) cells for 16–18 h. (**A**–**C**) Western blot analysis of protein lysates using HIF-1α, p-STAT3 and MIF antibody (*n* = 3). Plotted data are shown as mean ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ns = not significant (ordinary one-way ANOVA test).

**Figure 5:**
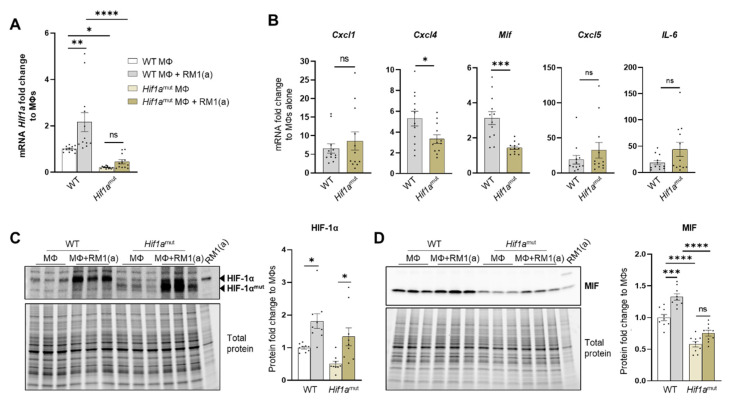
HIF-1α depletion in efferocytic BM macrophages reduces MIF expression. (**A**) *Hif1a* mRNA expression levels in *Hif1a*^flox/flox^ (WT) and *Hif1a*^mut^ BM macrophages (MΦ). (**B**) mRNA from efferocytic and control BM macrophages from *Hif1a*^flox/flox^ and *Hif1a*^mut^ mice were analyzed by RT-qPCR for the specified inflammatory cytokine genes (*n* = 12). (**C**,**D**) Protein lysates from efferocytic and control BM macrophages from *Hif1a*^flox/flox^ (WT) and *Hif1a*^mut^ mice were analyzed by Western blot with HIF-1α and MIF antibodies (*n* = 9). The Western blots shown in (**C**,**D**) are representative images. Fold change was calculated relative to WT non-efferocytic BM macrophages (**A**,**C**,**D**) or to its own non-efferocytic BM macrophage control (**B**). Plotted data are shown as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ns = not significant (ordinary one-way ANOVA; Tukey’s multiple comparison test and unpaired *t*-test). Additional results are shown in Appendix A—Figure A6, Figure A7 and Figure A8.

**Figure 6:**
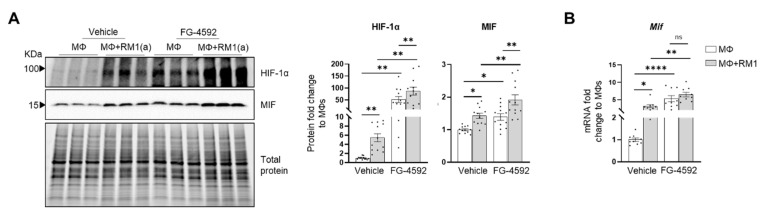
Efferocytic BM macrophages stabilize HIF-1α and induce MIF expression. BM macrophages (MΦ) were isolated from C57BL/6J mice and co-cultured alone or with apoptotic RM1(a) cells and treated with FG-4592 (Roxadustat, a HIF prolyl-hydroxylase inhibitor (10 µM)) or vehicle control for 16–18 h. (**A**) Protein lysates from co-cultures were analyzed by Western blotting with HIF-1α and MIF antibodies (*n* = 12/group). (**B**) mRNAs were isolated from co-cultures and analyzed by RT-qPCR for *Mif* expression (*n* = 9/group). Graphs show the fold change of each group relative to vehicle-treated BM macrophage control. The Western blots shown in A are representative images. Plotted data are shown as mean ± SEM; * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001, ns = not significant (repeated measures one-way ANOVA; Tukey’s multiple comparison test).

**Figure 7:**
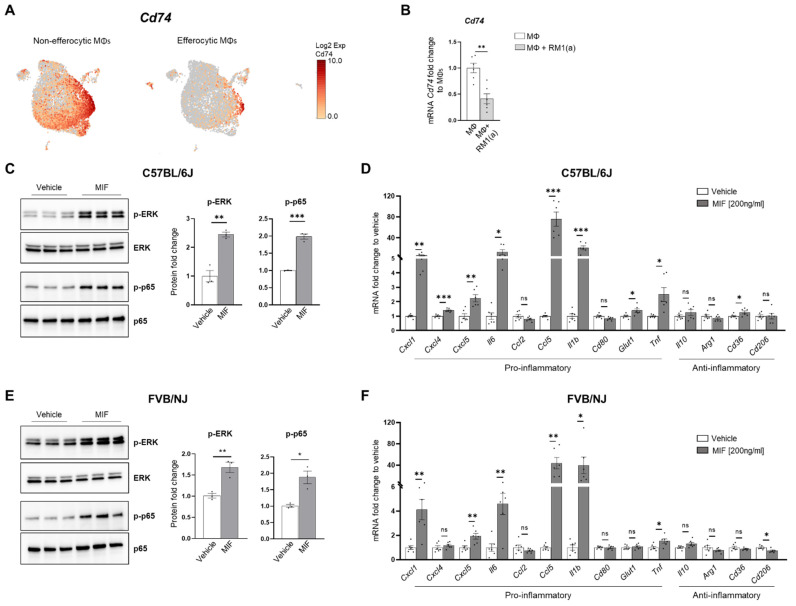
MIF induces a pro-inflammatory response in BM macrophages. BM macrophages (MΦ) were isolated from C57BL/6J mice and treated for 2 h with 200 ng/ml of MIF protein or vehicle control for Western blot analysis and 8 h for mRNA analysis. (**A**) scRNA-Seq analysis plot shows *Cd74* distribution in efferocytic and non-efferocytic clusters of BM macrophages. (**B**) *Cd74* mRNA expression in whole efferocytic BM macrophages assessed by RT-qPCR (*n* = 6/group). Protein lysates from BM macrophages (**C**) C57BL/6J and (**E**) FVB/NJ treated with MIF (200 ng/ml) and vehicle control were analyzed by Western blotting with total ERK, p-ERK, total p65, and p-p65 antibodies (*n* = 3/group). mRNAs were isolated from BM macrophages (**D**) C57BL/6J and (**F**) FVB/NJ treated with MIF and vehicle control and analyzed by RT-qPCR for the specified pro- and anti-inflammatory factors (*n* = 6/group). Data are shown as mean ± SEM; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns = not significant (unpaired *t*-test). Additional results are shown in Appendix A—Figure A11.

## Data Availability

Data sets of raw sequencing data for both experiments: Experiment 1 (GSM5466517/roca4, non-efferocytic and GSM5466518/roca5, efferocytic) and Experiment 2 (GSM5466519/roca6, non-efferocytic and GSM5466520/roca7, efferocytic) are deposited in the NCBI Sequence Read Archive (SRA) and can be accessed from the NCBI Gene Expression Omnibus (GEO, Series Accession: GSE180638).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11233712/s1, Table S1: Key Resources.

## Appendix A

**Table A1:** Features of the data included in the single-cell RNA sequencing analysis.

Sample	# of Cells	# of Unique Genes Per Cell	# of Transcripts Per Cell	Ave. Mitochondrial %
Non-efferocytic MΦ (1)	7813	3029	12,837	3.39
Efferocytic MΦ (1)	6262	3726	19,768	3.18
Non-efferocytic MΦ (2)	10,612	2909	11,326	2.89
Efferocytic MΦ (2)	7984	3800	17,984	3.27

**Table A2:** Selected GO terms (Figure 1E) enriched in efferocytic bone marrow macrophages.

GO Term Biological Process	# of Genes in Term	# of Go Term Genes in Upload List	Expected	Fold Enrichment	Raw *p*-Value	FDR Value
Regulation of innate immune response (GO:0045088)	287	16	6.08	2.63	6.38 × 10^4^	3.89 × 10^2^
Cellular response to hypoxia (GO:0071456)	82	13	1.74	7.49	8.25 × 10^8^	2.90 × 10^5^
Cellular response to decreased oxygen levels (GO:0036294)	86	13	1.82	7.14	1.36 × 10^7^	4.20 × 10^5^
Cellular response to oxygen levels (GO:0071453)	101	14	2.14	6.55	1.18 × 10^7^	3.80 × 10^5^
Translational initiation (GO:0006413)	54	13	1.14	11.37	1.02 × 10^9^	9.44 × 10^7^
Regulation of protein stability (GO:0031647)	278	17	5.89	2.89	1.58 × 10^4^	1.44 × 10^2^
Positive regulation of vasculature development (GO:1904018)	200	17	4.23	4.02	3.13 × 10^6^	5.38 × 10^4^
Regulation of response to wounding (GO:1903034)	187	14	3.96	3.54	8.34 × 10^5^	8.73 × 10^3^
Response to oxidative stress (GO:0006979)	338	23	7.16	3.21	2.22 × 10^6^	4.27 × 10^4^
Negative regulation of immune system process (GO:0002683)	469	23	9.93	2.32	3.04 × 10^4^	2.35 × 10^2^

**Table A3:** List of upregulated genes from GO terms shown in Figure 1E and Table A2.

GO Term Biological Process	Upregulated Genes in Efferocytic BM Macrophages
Regulation of innate immune response (GO:0045088)	*Cadm1, Ccr1, Ube2k, Adam8, Hsp90aa1, Rala, Arg1, Mmp12, Psmd14, Psmd1, Psmd7, Psmd12, Psmc5, Psmb5, Psmb6, Nr1h3, Psmd2*
Cellular response to hypoxia (GO:0071456)	*Egln3, Hyou1, Ak4, Ppargc1a, Eno1, Pgk1, Ndnf, Epas1, Rbpj, Stub1, Commd1, Adam8, Pdk1, Lmna, Eif4eb1, Myc, Plau, Cpeb1, Mif, Dnmt3a, Hilpda, Phb2, Higd1a, Ccnb1, Bcl2l1, Psmd14, Psmd7, Psmd12, Psmc5, Psmb5, Psm6, Psm2, Psmd1*
Cellular response to decreased oxygen levels (GO:0036294)	*Egln3, Hyou1, Ak4, Ppargc1a, Eno1, Pgk1, Ndnf, Epas1, Rbpj, Stub1, Commd1, Adam8, Pdk1, Lmna, Eif4eb1, Myc, Plau, Cpeb1, Mif, Dnmt3a, Hilpda, Phb2, Higd1a, Ccnb1, Bcl2l1, Psmd14, Psmd7, Psmd12, Psmc5, Psmb5, Psm6, Psm2, Psmd1, Atf4*
Cellular response to oxygen levels (GO:0071453)	*Egln3, Hyou1, Ak4, Ppargc1a, Eno1, Pgk1, Ndnf, Epas1, Rbpj, Stub1, Commd1, Adam8, Pdk1, Lmna, Eif4eb1, Myc, Plau, Cpeb1, Mif, Dnmt3a, Hilpda, Phb2, Higd1a, Ccnb1, Bcl2l1, Psmd14, Psmd7, Psmd12, Psmc5, Psmb5, Psm6, Psm2, Psmd1, Atf4, Atp6v1a*
Translational initiation (GO:0006413)	*Eif4a1, Denr, Eif3b, Eif4e2, Eif4ebp1, Eif5a, Eif6, Eif1a, Eif4g1, Eif4e, Eif1ax, Ago2, Eif2s1, Atf4, Atf3*
Regulation of protein stability (GO:0031647)	*Hypk, Rnf128, Stub1, Commd1, Hip1, Hsp90aa1, Phb2, Rnf149, Plpp3, Cct8, Hspd1, B4galt5, Lmna, Ptges3, Flna, Cct3, Ank2, Ppargc1a*
Positive regulation of vasculature development (GO:1904018)	*Kdr, Mydgf, Itgax, Fgf2, Hyal1, Ago2, Sphk1, Il1a, Pkm, Lgals3, Hspa4, Angpt2, Nrp1, Hmga2*
Regulation of response to wounding (GO:1903034)	*Plau, Cd109, Anxa1, Cd9, Fgf2, Cd36, Anxa2, Rtn4r, Flna, Pdgfa, Spp1, Mif, F7, Plpp3, Plaur*
Response to oxidative stress (GO:0006979)	*Ndufa12, Prdx1, Sod2, Gsr, Srxn1, Ppargc1a, Nme2, Apex1, Anxa1, Epas1, Selenos, Gpx1, Atf4, Cd36, Hyal1, Rwdd1, Arl6ip5, Eif2s1, Pdk1, Ndufs8, Sphk1, Psmb5, Pon2, Cygb, Pcna, Hspd1, Mif, Il1a, Hk3, Ldha, Bcl2l1, Arg1, Cycs, G6pdx, Atf1, Scara3, Por*
Negative regulation of immune system process (GO:0002683)	*Cb1b, Nme2, Anxa1, Selenos, Ccr1, Gpnmb, Cd200r1, Mif, Il7r, Nr1h3, Hspa9, Rala, Gpx1, Arg1, Cd200, Mmp12, Myc, Nme1, Cd300lf, Lgals3, Npy, Id2, Iglc1*

# Supplementary material for: Bone Marrow Macrophages Induce Inflammation by Efferocytosis of Apoptotic Prostate Cancer Cells via HIF-1α Stabilization
**Source:** Cells. 2022 Nov 22;11(23):3712. doi: 10.3390/cells11233712
**Supplement:** Supplementary file 1

## Supplementary Table S1. Key Resources.

| Species/<br>reagent type             | Designation                                            | Source of reference     | Identifiers                                                         | Additional information                                                                                                                                   |
|--------------------------------------|--------------------------------------------------------|-------------------------|---------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Mouse line                           | C57BL/6J                                               | The Jackson Laboratory  | C57BL/6J (Stock# 000664)                                            |                                                                                                                                                          |
| Mouse line                           | FVB/NJ                                                 | The Jackson Laboratory  | FVB/NJ (Stock# 001800)                                              |                                                                                                                                                          |
| Mouse line                           | <i>Hif1a</i> <sup>mut</sup>                            | The Jackson Laboratory  | B6.129- <i>Hif1a</i> <sup>tm3Rsjr/J</sup> (Stock# 007561)           | Contains loxP sites flanking exon 2 of <i>Hif1a</i> (HIF-1 $\alpha$ ). Exposure to Cre recombinase removes the floxed sequence - creating a null allele. |
| Mouse line                           | <i>Epas1</i> <sup>mut</sup>                            | The Jackson Laboratory  | STOCK <i>Epas1</i> <sup>tm1Mcs/J</sup> (Stock# 008407)              | Contains loxP sites flanking exon 2 of <i>Epas1</i> (HIF-2 $\alpha$ ). Exposure to Cre recombinase results in exon 2 deletion.                           |
| Mouse line                           | LysMCre                                                | The Jackson Laboratory  | B6.129P2- <i>Ly22</i> <sup>tm1(cre)lf6/J</sup> (Stock# 004781)      |                                                                                                                                                          |
| Cell line<br>( <i>Mus musculus</i> ) | Prostate cancer, fibroblast-like (C57BL/6J)            | ATCC                    | RM1 (ATCC, Cat.# CRL-3310)                                          | Ras+Myc-induced prostate cancer that developed from a urogenital sinus mouse prostate reconstitution.                                                    |
| Cell line<br>( <i>Mus musculus</i> ) | Prostate cancer, epithelial-like (FVB/NJ)              | ATCC                    | Myc-CaP (ATCC, Cat.# CRL-3255)                                      | Derived from a genetically engineered mouse prostate cancer removed from an animal that was never exposed to hormone ablation.                           |
| Cell line<br>( <i>Mus musculus</i> ) | Primary Prostate Epithelial Cells (C57BL/6)            | Cell Biologics          | mPEC (Cell Biologics, Cat.#C57-6038)                                | Developed from prostate tissue of pathogen-free laboratory mice.                                                                                         |
| Probe                                | <i>18S</i> ( <i>Mus musculus</i> )                     | ThermoFisher Scientific | TaqMan , assay ID Mm03928990_g1                                     |                                                                                                                                                          |
| Probe                                | <i>Hif1a</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm00468869_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Epas1</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm01236108_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Adam8</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm01163449_g1                                     |                                                                                                                                                          |
| Probe                                | <i>Hyou1</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm00491279_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Pdk1</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm00554300_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Stub1</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm00490634_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Cpbe1</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm01314928_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Pgk1</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm00435617_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Myc</i> ( <i>Mus musculus</i> )                     | ThermoFisher Scientific | TaqMan , assay ID Mm00487804_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Ldha</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm01612132_g1                                     |                                                                                                                                                          |
| Probe                                | <i>Mif</i> ( <i>Mus musculus</i> )                     | ThermoFisher Scientific | TaqMan , assay ID Mm01611157_gH                                     |                                                                                                                                                          |
| Probe                                | <i>Cd74</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm00658576_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Cxcl1</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm04207460_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Pf4</i> ( <i>Mus musculus</i> )                     | ThermoFisher Scientific | TaqMan , assay ID Mm00451315_g1                                     |                                                                                                                                                          |
| Probe                                | <i>Cxcl5</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm00436451_g1                                     |                                                                                                                                                          |
| Probe                                | <i>Il6</i> ( <i>Mus musculus</i> )                     | ThermoFisher Scientific | TaqMan , assay ID Mm00446190_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Ccl2</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm00441242_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Ccl5</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm01302427_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Il1b</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm00434228_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Cd80</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm00711660_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Glut1</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm00441480_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Tnf</i> ( <i>Mus musculus</i> )                     | ThermoFisher Scientific | TaqMan , assay ID Mm00443258_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Il10</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm01288386_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Arg1</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm00475988_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Cd36</i> ( <i>Mus musculus</i> )                    | ThermoFisher Scientific | TaqMan , assay ID Mm00432403_m1                                     |                                                                                                                                                          |
| Probe                                | <i>Cd206</i> ( <i>Mus musculus</i> )                   | ThermoFisher Scientific | TaqMan , assay ID Mm01329359_m1                                     |                                                                                                                                                          |
| Primers                              | B6.129- <i>Hif1a</i> <sup>tm3Rsjr/J</sup> (genotyping) | ThermoFisher Scientific | Fw: 5'-TGCATGTGTATGGGTGTTTG-3'<br>Rv: 5'-GAAAACGTCTGTAACTTCATTCC-3' |                                                                                                                                                          |

|          |                                                                                            |                           |                                                                                                                  |                        |
|----------|--------------------------------------------------------------------------------------------|---------------------------|------------------------------------------------------------------------------------------------------------------|------------------------|
| Primers  | STOCK <i>Epas1<sup>tm1Mc5</sup>/J</i><br>(genotyping)                                      | ThermoFisher Scientific   | Fw: 5'-GAGAGCAGCTTCTCCTGGAA-3'<br>Rv: 5'-TGTAGGCAAGGAAACCAAGG-3'                                                 |                        |
| Primers  | B6.129P2- <i>Ly2<sup>tm1(cre)Jfo</sup>/J</i><br>(genotyping)                               | ThermoFisher Scientific   | Mutant: 5'-CCCAGAAATGCCAGATTACG-3'<br>Common: 5'-CTTGGGCTGCCAGAATTCTC-3'<br>Wildtype: 5'-TTACAGTCGGCCAGGCTGAC-3' |                        |
| Antibody | Anti HIF-1α (D1S7W) XP,<br>Rabbit monoclonal                                               | Cell Signaling Technology | Cat.# 36169                                                                                                      | WB (1:2000); IP (1:50) |
| Antibody | Anti MIF, Rabbit polyclonal                                                                | Cell Signaling Technology | Cat.# 88186                                                                                                      | WB (1:3000)            |
| Antibody | Anti-phospho Stat3 (Tyr705) (D3A7)<br>XP®, Rabbit monoclonal                               | Cell Signaling Technology | Cat.# 9145                                                                                                       | WB (1:3000)            |
| Antibody | Anti-phospho Stat3 (Tyr705) (3E2),<br>Mouse monoclonal                                     | Cell Signaling Technology | Cat.# 9138                                                                                                       | WB (1:2000)            |
| Antibody | Anti p44/42 MAPK (Erk1/2) (137F5),<br>Rabbit monoclonal                                    | Cell Signaling Technology | Cat.# 4695                                                                                                       | WB (1:3000)            |
| Antibody | Anti-phospho p44/42 MAPK (Erk1/2)<br>(Thr202/Tyr204) (D13.14.4E) XP®,<br>Rabbit monoclonal | Cell Signaling Technology | Cat.# 4370                                                                                                       | WB (1:3000)            |
| Antibody | Anti NFκB p65 (D14E12) XP®, Rabbit<br>monoclonal                                           | Cell Signaling Technology | Cat.# 8242                                                                                                       | WB (1:3000)            |
| Antibody | Anti-phospho NF-κB p65 (Ser536)<br>(93H1), Rabbit monoclonal                               | Cell Signaling Technology | Cat.# 3033                                                                                                       | WB (1:3000)            |
| Antibody | APC Anti-F4/80 antibody [CI:A3-1]<br>(Allophycocyanin)                                     | Abcam                     | Cat.# ab105080                                                                                                   | FC (1:100)             |
| Antibody | APC Rat IgG2b, kappa monoclonal<br>[KLH/G2b-1-2] - Isotype control<br>(Allophycocyanin)    | Abcam                     | Cat.# ab154434                                                                                                   | FC (1:100)             |
| Antibody | FITC Anti-F4/80 [CI:A3-1]                                                                  | BioRad                    | Cat.# MCA497FB                                                                                                   | FC (1:100)             |
| Antibody | FITC Rat IgG2b, Isotype control                                                            | BioRad                    | Cat.# MCA6006                                                                                                    | FC (1:100)             |

How the deposited data were processed for this re-analysis (not part of the article)

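Single-cell RNA sequencing of sorted BM macrophages was analyzed in 4 libraries, 1 of efferocytic and 1 of non-efferocytic BM macrophages in each of 2 experiments. The authors mapped the reads to mm10 with Cell Ranger and deposited raw UMI counts per gene and barcode, without normalization and before any filter on cells. The methods name Cell Ranger version 3.0.0, as do the headers of Experiment 1, while the headers of Experiment 2 name version 3.1.0. The integration, clusters and tests on cells by which the paper compared the groups were not repeated.

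Cells were the barcodes with at least 200 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs, as in the methods. The cells of the 4 libraries held 101216659 and 124997895 UMIs in Experiment 1 (non-efferocytic and efferocytic) and 138349389 and 155224183 in Experiment 2. At this depth a count of 0 in a library pair such as that of Experiment 1 allows a level of up to 0.0133 CPM, for counting error only. UMI counts were summed over the cells of each library and tested with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr) in R 4.3.3, with the experiment as a block, on 13869 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. The block was taken as the main design because the study compared the groups within each experiment and never across experiments. The libraries of the same experiment deviated together from their group means, with a correlation of 0.787 across 7097 genes, which are not independent replicates. The standard error of a log2 fold change is its size divided by the square root of the F statistic. DESeq2 1.42.0 was run beside it, and camera and fry of limma 3.58.1 tested gene lists. On simulated counts with 200 changed genes, edgeR with the block found all 200 and called 7 unchanged genes over 13767 genes tested. Without the block it found 162, and DESeq2 found 196 over 13869 genes. The simulation used changes of at least 2-fold, the same dispersion (0.00749) for every gene and non-efferocytic libraries as the base of both groups. It therefore does not show recovery or false calls for smaller changes or for genes that vary more.

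The tests, the genes named and the alternatives were chosen before the data were examined, apart from those stated otherwise. Named are the 12 genes of Figure 1F, the genes that the paper names for these libraries, its other MIF receptors and cytokines, the 5 largest changes in each direction among called genes with a mean of at least 10 CPM and the same direction in both experiments, and the genes with the largest changes of the gene lists. The gene lists were 8 lists of Table A3 (not those for decreased oxygen levels and oxygen levels, which repeat the hypoxia list), the genes of Figure 1F, the cytokines and receptors of the text, and 9 further lists, of HIF targets in glycolysis, other HIF targets, MYC targets, genes expected in RM1 cells, MHC class II, interferon response, NRF2 targets, ATF4 targets and LXR targets with lipid handling. The alternatives were no block, DESeq2, scaling to library totals or to UMIs per cell, no filter on genes or a mean of at least 10 CPM, the cell calling rule of Cell Ranger, at most 5% mitochondrial UMIs, at least 5000 UMIs per cell, removal of doublets, removal of 10% of the UMIs of each library as free RNA, macrophage-like cells alone, cells without a UMI of the RM1 list, and each library left out together with the block, which would leave no residual degree of freedom.

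Cells of each experiment were clustered together (Leiden, resolution 0.5, 20 principal components of 5000 genes; scikit-learn 1.9.0, leidenalg 0.10.2) and clusters were named by markers. Macrophage-like cells made up 93.2% and 95.1% of the cells in Experiment 1 and 80.4% and 95.0% in Experiment 2, and unnamed clusters of few UMIs 5.51%, 4.36%, 17.3% and 3.45%. Macrophage-like clusters with more markers of another cell type than of macrophages, markers of cycling cells not counted, among their 10 leading genes were left out of the comparison of macrophage-like cells, with 0.0242%, 5.56%, 28.2% and 1.23% of the cells. The detection limits behind these names were set after the data were seen. The clusters left out were cluster 9 of Experiment 1 and a cluster of Experiment 2 that held the 28.2% of non-efferocytic cells and was led by MHC class II genes. Values of Cd74 over macrophage-like cells thus leave out many of the cells that express it. Each was left out for 1 monocyte marker among its leading genes, F13a1 and Ccr2. Cluster 3 of Experiment 1, also led by MHC class II genes and with 2095 non-efferocytic cells, was kept. The comparison of macrophage-like cells therefore covers unlike cells in the 2 experiments. Doublets were scored against simulated pairs of cells, which removed 548, 359, 1439 and 566 cells, and they were kept in the main comparison. The authors' own table of differential expression was not used here, and the values of 1 gene are not reported here.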

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

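The tests on Xist, on Y-linked UMIs and on T- or NK-cell-like barcodes were all chosen only after the result was seen.

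The methods describe male mice. In Experiment 1, Xist, which is transcribed from the inactive X chromosome of female cells, was at 457 CPM in cells of the non-efferocytic and 393 CPM in cells of the efferocytic library, and the 4 Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had 0 of 226214554 UMIs in cells. In Experiment 2, Xist was at 0.846 and 0.580 CPM and the Y-linked genes at 110 and 101 CPM. The paper does not report on these genes. A mixture of male and female cells is excluded, since a count of 0 allows a Y-linked level of at most 0.0131% of that of efferocytic cells of Experiment 2. Y-linked genes missed in the authors' counting are excluded as well, since the same gene list gave 101 CPM there. It stays open whether the cells of Experiment 1 came from female mice or whether the files hold another culture, and these cannot be told apart, since the correlation of 0.862 between the log2 ratios of the experiments would arise from any similar culture. The difference in sex lies between the experiments and not between the groups, so the block takes it up.

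Barcodes of at most 100 UMIs in Experiment 1 held Y-linked UMIs, 212 in the non-efferocytic and 205 in the efferocytic library, 417 in all, although its cells held 0. Free RNA of the sequenced cells is excluded by that 0. RNA of apoptotic RM1 cells as the source is excluded by the like numbers, since the non-efferocytic macrophages were cultured alone. Reads of a library from elsewhere, assigned to both libraries, are a candidate source. In a test of that kind, 835 barcodes with at least 3 UMIs of the RM1 list in the non-efferocytic library of Experiment 1 held on average 2.51 such UMIs in the efferocytic library, against 0.00113 for the remaining barcodes. The methods give 1 index read, so a read assigned to a wrong library would keep its barcode.

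In Experiment 2, 63 barcodes of T- or NK-cell-like cells passed the filter in both libraries, all 63 of the efferocytic and 63 of the 71 of the non-efferocytic library, where chance gives 0.124. Their median was 1440 UMIs in the efferocytic library, and 1561 UMIs for the same barcodes in the non-efferocytic library. These barcodes held 49 Xist UMIs and 1 Y-linked UMI in the efferocytic library, which excludes T or NK cells of the male cultures of Experiment 2. The 63 shared barcodes are what reads of another library assigned to both libraries would give. Fibroblast-like cells of Experiment 2 shared 19 barcodes, among 115 non-efferocytic and 46 efferocytic cells, where chance gives 0.142 and 0.0908. Neutrophil-like cells shared 4, among 120 and 23 cells, where chance gives 0.148 and 0.0454. Values given for these 2 kinds of cells in Experiment 2 therefore rest in part on shared barcodes. The libraries of an experiment also exchanged reads. Barcodes of efferocytic cells of Experiment 2 held a mean of 48.3 UMIs in the non-efferocytic library, 0.264% of their own UMIs, against 1.02 UMIs for other barcodes, which excludes chance use of the same barcodes. For the other libraries the means were 36.0, 40.2 and 32.3 UMIs. No other biological explanation was tested for these barcodes, and leaving out the barcodes that passed in both libraries, an alternative added after seeing the data, gave 2674 genes higher and 2582 lower.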

How the results depend on the processing

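The alternatives that leave out other cell types, barcodes shared by both libraries, cluster 9 of Experiment 1, the top 10% of cells by Cd74 and the top 5% of cells by HIF targets were chosen after seeing the data, so that the tests under them were chosen only after the result was seen. Of 70 genes named and tested, 64 passed the threshold. Of these, 38 kept their direction and passed under each alternative with all 4 libraries in which they were tested, and 58 kept their direction under each alternative in which they were tested. Fewer of the 70 were tested with a mean of at least 10 CPM (47), over cells without a UMI of the RM1 list (65), with free RNA removed (66), over macrophage-like cells (68), with other cell types left out (69) and with DESeq2 (69). Where the cause of a change is not given, the cause was not tested.

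The main test called 2761 genes higher and 2636 lower. Without the experiment as a block it called 1285 higher and 1073 lower, and 14 of the 70 genes no longer passed. DESeq2 called 2119 and 1392, and a mean of at least 10 CPM left 7097 genes tested with 1473 and 1553. Removal of free RNA gave 1324 and 1015. Its profile came from barcodes of at most 100 UMIs, which in Experiment 1 also held UMIs foreign to the cells. Results with free RNA removed are therefore no clean test of free RNA. Scaled to UMIs per cell the counts were 6921 and 586, since every gene shifts up with the UMIs of the cell, and 88.8% of all genes tested had the same direction in both experiments. With each library left out, from 0 to 1658 genes were called higher and from 0 to 1275 lower. In these fits the block is left out too, and a lone library is assumed to vary like the other group. Without the non-efferocytic library of Experiment 1 or of Experiment 2, edgeR called 0 genes higher, with 2999 and 3494 genes at an unadjusted p under 0.05, and no other tool was run on 3 libraries. The 64 genes that had passed no longer passed then, while 8 and 21 of the 70 no longer passed without the efferocytic library of Experiment 1 and 2.

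The Mif log2 fold change ran from 1.47 to 1.51 with a library left out. That of Cd74 ran from -3.87 to -2.75, and it was -6.46 after removal of free RNA. Cxcr4 reversed to 0.22 when scaled to UMIs per cell. Hif1a was 0.40 when scaled to UMIs per cell, and it passed as lower when scaled to library totals (-0.33), with a mean of at least 10 CPM (-0.32), at most 5% mitochondrial UMIs (-0.24), macrophage-like cells (-0.31) and other cell types left out (-0.26). With a library left out it ran from -0.30 to -0.12 and did not pass. Scaled to UMIs per cell, Stat3 (0.60), Cxcl5 (0.18), Tnf (0.34), Mxi1 (0.32), Pfkfb4 (0.087), Abca1 (0.23), Slc7a11 (0.20) and Gclm (0.30) turned positive, as did the median of the NRF2 list (0.56) and of the cytokine list (0.18). With a library left out Stat3 ran from -0.063 to 0.030, Cxcl5 from -8.05 to 0.86, Tnf from -0.55 to 0.0013, Slc7a11 from -0.79 to 0.0057, Rbpj from -0.25 to 0.52 and the NRF2 list from -0.19 to 0.070. The ATF4 list turned to -0.16 with a mean of at least 10 CPM, where fewer of its genes were tested. The interferon list no longer passed without the block, and with a library left out its median ran from -1.37 to -0.023. Camera called the cytokine list lower without a filter on genes (adjusted p 0.0334) and also when scaled to UMIs per cell (5.23e-07), where it compares the list with the other genes, while adjusted p over the other alternatives with 4 libraries was at least 0.0704.

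The neighbor shares fell to 71.4% and 74.3% in Experiment 1 and to 80.8% and 80.4% in Experiment 2 (non-efferocytic and efferocytic) when each library was centered, and with 10 components those of efferocytic cells were 87.1% and 90.8%. The level of the RM1 list rose to 384.9 and 368.9 CPM in the non-efferocytic libraries without doublets, and in macrophage-like cells it was 36.9 and 78.2 CPM in non-efferocytic and 32.2 and 35.5 CPM in efferocytic libraries. Depth limits genes near the floor, such as Ppargc1a and Cxcl5, whose values rest on few UMIs.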

Differences from the paper's values

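The alternative that leaves out other cell types was chosen only after the result was seen. The paper tested cells within each experiment with DESingle, while here summed libraries were tested across both experiments with edgeR. The paper's methods restrict later steps to the 5000 most variable genes, while 13869 genes were tested here. The methods do not state whether DESingle was run on those 5000 genes alone. The counts of genes below are therefore not known to cover the same set of genes.

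The paper reports 3277 genes changed in the same direction in both experiments, against 5380 here. Of the alternatives set before the data were examined, the values lie within 1.5 times of each other without the block (2358), with DESeq2 (3503), with a mean of at least 10 CPM (3026), with free RNA removed (2337), over macrophage-like cells (4339) and over cells without a UMI of the RM1 list (4419). They differ by more when scaled to library totals or to UMIs per cell, without a filter on genes, with the rule of Cell Ranger, with at most 5% mitochondrial UMIs, with at least 5000 UMIs per cell and without doublets. With other cell types left out, chosen after seeing the values, the number was 4652. The paper reports 482 genes changed in opposite directions, against 17 here, a number that a test over both experiments keeps low, and the values differ under every alternative that used all 4 libraries. Fig. 1D shows about 470 genes higher in both experiments, read by eye, against 2744 here, which differs under every alternative that used all 4 libraries too. It shows about 2800 genes lower in both experiments, read by eye, against 2636 here, within 1.5 times of each other, but not without the block (1073), with DESeq2 (1392), scaled to UMIs per cell (580), with a mean of at least 10 CPM (1553) or with free RNA removed (1015). These counts were not made with a library left out, since 1 experiment then has no ratio.

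The paper finds no significant difference in Cd44 and Cxcr4. Here Cd44 passed as higher (0.38) and Cxcr4 as lower (-0.40). Neither passed without the block or with free RNA removed, Cd44 also not with a mean of at least 10 CPM, and Cxcr4 also not when scaled to UMIs per cell or over macrophage-like cells. With a library left out, Cd44 (0.54) and Cxcr4 (-0.61) passed only without the efferocytic library of Experiment 1.

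Figure 1F shows Stub1 as higher, and here it did not pass over all genes tested (0.18) except when scaled to UMIs per cell (0.80), while it passed adjusted over the 12 genes of the figure alone. Of the 127 symbols of Table A3, which lists genes higher in both experiments, 122 genes were tested, 100 were higher, 0 were lower and 22 were not called. Of these 22 genes, 17 passed as higher when scaled to UMIs per cell, and 4 without a filter on genes (Atf4, Gpx1, Hypk and Prdx1). Adjusted over a list of the table alone, 4 passed (Anxa1, Atf4, Hypk and Stub1). Anxa1 and Prdx1 passed with DESeq2, Gpx1 and Prdx1 when scaled to library totals, Hypk with at most 5% mitochondrial UMIs, Rbpj without the efferocytic library of Experiment 1 and Gpx1 without that of Experiment 2. Anxa1, Atf4, Hypk and Prdx1 passed without the top 5% of cells by HIF targets, an alternative chosen after seeing the values. These genes were named after their values were seen.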

Other observations

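The tests on the RM1 list in macrophage-like cells, on cluster 9 of Experiment 1 and on a small subpopulation of hypoxic cells were chosen only after the result was seen.

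Genes expected in RM1 cells, a list of 31 tested genes of which the study had picked 1, were lower in efferocytic BM macrophages (median log2 fold change -0.95, 1 higher and 20 lower, 1 and 23 adjusted over the list alone, camera adjusted p 7.10e-07). Ctgf (-3.47) was among the lower ones, and Hmga2 (0.93), named after its value was seen, was the higher one. The median of the list ran from -1.69 to -0.79 with a library and the block left out. It was -2.61 over macrophage-like cells, where 18 of its genes were tested, and -0.34 scaled to UMIs per cell. The list took 344 and 318 CPM in cells of the non-efferocytic libraries, which held macrophages cultured alone, and 110 and 140 CPM in those of the efferocytic libraries. Fibroblast-like cells, 30 and 115 in the non-efferocytic and 14 and 46 in the efferocytic libraries, were named by genes of this list, so the list is no measure of RM1 material alone. Free RNA as the source of most of these UMIs is excluded in the efferocytic library of Experiment 1, where 5% of the cells held 81.9% of them, although barcodes of at most 100 UMIs there held the list at 1828 CPM. In that of Experiment 2, 5% of the cells held 83.6%, which a few whole RM1 cells or doublets would give, but the non-efferocytic libraries had shares of 94.0% and 81.5% without any RM1 cell. In macrophage-like cells the list was at 32.2 CPM in the efferocytic against 36.9 CPM in the non-efferocytic library of Experiment 1, so RNA of engulfed RM1 cells was not detectable with this list, whose other sources keep it open.

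In these counts, RNA of engulfed RM1 cells as the source of the higher Mif level cannot be told apart from a higher level in the macrophages. Over cells with no UMI of the RM1 list the log2 fold change was 1.51. A macrophage can still hold engulfed RNA without a UMI of these genes, and the level of Mif in RM1 cells is not known here. In samples not analysed here, the paper reports less Mif in efferocytic macrophages with mutated Hif1a than in wild-type ones, each relative to its own control. It also reports more Mif mRNA with a HIF-prolyl-hydroxylase inhibitor.

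The MHC class II list, 8 genes with Cd74 among them, had a median of -3.33 with 0 genes higher and 8 lower, also adjusted over the list alone (camera adjusted p 2.85e-06). Ciita, which drives the transcription of these genes, fell by 3.77 on the log2 scale. A loss of cells rich in Cd74 from the efferocytic libraries cannot be told apart from lower expression. Without the top 10% of macrophage-like cells of each library by Cd74 share the log2 fold change of Cd74 was -5.87, over the few UMIs left. This value cannot decide, because the cells were removed by the gene tested. Among all cells, the top 10% held 97.0% and 99.4% of the Cd74 UMIs in efferocytic but 89.4% and 89.6% in non-efferocytic libraries. Of 19 genes of the interferon response, 1 was higher and 11 lower (1 and 12 adjusted over the list alone, median -0.68, camera adjusted p 0.00253, fry unadjusted p 0.187), with Cxcl10 (-3.56) and Gbp5 (-2.41) among the lower ones and Oasl1 (0.31), named after its value was seen, the higher one. The median ran from -1.37 to -0.023 with a library and the block left out, and the list did not pass without the non-efferocytic library of Experiment 1 (camera adjusted p 0.570) or the efferocytic library of Experiment 2 (-0.028, camera adjusted p 1.00), nor without the block alone (-0.60, camera adjusted p 0.0607, range over the alternatives with 4 libraries 1.80e-05 to 0.0607).

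Of the 36 MYC targets tested, 31 were higher and 0 lower, also adjusted over the list alone (median 0.53, camera adjusted p 9.02e-09, fry unadjusted p 0.0899), and the 29 that the study had not picked had 25 higher. Of 13 genes of lipid handling and LXR targets, 9 were higher and 1 lower, also adjusted over the list alone (median 0.64, camera adjusted p 0.000888, fry unadjusted p 0.101), with Fabp4 (1.59) and Plin2 (1.39) higher and Abca1 (-0.39), named after its value was seen, lower. The study had picked 2 of them. The NRF2 targets did not pass as a list (camera adjusted p 0.780, median -0.05 over 12 genes, of which the study had picked 4), with Hmox1 (0.42) higher and Osgin1 (-0.74), Slc7a11 (-0.41) and Gclm (-0.32) lower, also adjusted over the list alone. Slc7a11 ran from -0.79 to 0.0057 and Gclm from -0.49 to -0.14 with a library and the block left out, and scaled to UMIs per cell they were 0.20 and 0.30. The ATF4 targets did not pass either (camera adjusted p 0.403, median 0.18 over 16 genes, of which the study had picked 2). Fry put them higher at an unadjusted p of 0.0178 (adjusted p 0.0511). It called them higher without the block (adjusted p 0.0313), with DESeq2 (0.0479) and with the rule of Cell Ranger (0.0491). Its direction turned to lower with library totals, a mean of at least 10 CPM or free RNA removed. Of these targets 5 were higher, Asns (0.90), Phgdh, Mthfd2, Shmt2 and Psat1, and 4 lower, Sesn2, Cebpb, Slc7a11 and Nupr1 (7 and 5 adjusted over the list alone). Shmt2, Psat1 and Nupr1 of the ATF4 list were named after their values were seen.

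Of the 11 cytokines and receptors of the text that were tested, 3 were higher and 6 lower, also adjusted over the list alone (median -0.42, camera adjusted p 0.0861). Fry put the list lower at an unadjusted p of 0.0319, which did not pass after adjustment (0.0511) but did with DESeq2 (0.0479). The median of the list ran from -1.70 to -0.52 with a library and the block left out. It was -1.82 with DESeq2 and 0.18 scaled to UMIs per cell. Pf4 (1.53) and Ccl2 (0.75) were higher, and Il1b (-3.53), Cxcl1 (-2.84), Cxcr2 (-2.02) and Ccl5 (-1.89) lower, while Tnf (-0.28) and Cxcl5 (-0.42) did not pass. Cxcl1 ran from -4.29 to -0.52 with a library and the block left out, the last without the non-efferocytic library of Experiment 1, and Ccl5 from -2.86 to -0.60, the last without that of Experiment 2, and neither passed (lowest adjusted p 0.0743 and 0.0732). Il1b ran from -3.90 to -3.16, Cxcr2 from -2.40 to -1.63 and Ccl2 from 0.46 to 1.03. Over the alternatives with 4 libraries, adjusted p of edgeR or DESeq2 reached 0.361 for Cxcr2, 0.189 for Ccl2, 0.135 for Cxcl1 and 0.113 for Ccl5. It was at most 0.0126 for Il1b and 0.0303 for Pf4. Cxcr2 ran from -2.13 to -0.75 there and rests on 73 and 61 UMIs in non-efferocytic and 20 and 16 in efferocytic libraries. Which kind of cell held them was not counted. Ackr3 and Il6 had too few UMIs to be tested. The paper reports on several of these genes in other macrophage samples, which are not analysed here.

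The 5% of cells of each library with the largest share of HIF target UMIs were not the whole source of the higher level of the HIF target lists. Without them the median of the glycolysis list was 0.76 and that of the other HIF targets 0.46. These cells were picked by the genes tested, so a hypoxic subpopulation that is larger or ranks lower by this share is not excluded. Cluster 9 of Experiment 1, of 372 efferocytic and 2 non-efferocytic cells, had Arg1, Ankrd37, Egln3 and Ak4 as its leading genes. Without it, in an alternative added after seeing the data, the medians were 0.79 and 0.42, while Arg1 fell from 3.03 to 2.11, Ankrd37 from 2.31 to 1.99, Egln3 from 2.30 to 1.99 and Ak4 from 2.48 to 2.22, so part of the size of these changes lies in that cluster.

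With CPM ratios more of all genes tested were lower in both experiments (7220) than higher (3945), but 51.2% of the genes called with TMM were higher. With ratios of UMIs per cell fewer of all genes tested were lower in both experiments (1579) than higher (10741). Scaled to library totals 33.3% of the calls were higher, and 92.2% scaled to UMIs per cell, so the split between higher and lower genes depends on the scaling.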
